# Lack of 17β-estradiol reduces sensitivity to insulin in the liver and muscle of male mice

**DOI:** 10.1016/j.heliyon.2018.e00772

**Published:** 2018-09-11

**Authors:** Katsumi Toda, Akiko Toda, Masafumi Ono, Toshiji Saibara

**Keywords:** Health sciences, Biological sciences, Endocrinology, Metabolism, Physiology, Biochemistry

## Abstract

The importance of estrogens for glucose homeostasis has been demonstrated by clinical, pharmacological, and experimental studies. Male mice lacking the aromatase gene (ArKO mice), which encodes an enzyme involved in estrogen synthesis, develop glucose- and insulin-intolerance. However, it remains unclear whether insulin signaling is actually impaired in the liver and muscle of ArKO mice. We examined the effects of estrogen-deficiency on insulin signaling by quantifying phosphorylation levels of protein kinase B (Akt) in the liver and muscle and by examining the expression levels of insulin-target genes in the liver. Insulin administration enhanced phosphorylation levels of Akt in the liver and muscle of wild-type (WT) mice, ArKO mice, and ArKO mice supplemented with 17β-estradiol (E2), but insulin was less effective in ArKO mice. Gene expression analysis revealed that alterations induced by insulin in WT liver were also observed in ArKO liver, but the degree of altered expression in a subset of genes was smaller in ArKO mice than in WT mice. E2 supplementation improved the insulin responses of some genes in ArKO mice. Thus, these findings suggest that insulin signaling in the liver and muscle of ArKO mice is less efficient than in WT mice, which contributes to whole-body glucose intolerance in ArKO mice.

## 1 Introduction

Metabolic abnormalities, such as dyslipidemia and hyperglycemia, are a major health concern worldwide. Management of plasma glucose levels, which fluctuate within a narrow range, is one way to prevent the development of metabolic disorders. Maintenance of glucose homeostasis is achieved by functional interactions among various organs including the pancreas, liver, skeletal muscle, adipose tissue, and brain. Studies using genetically engineered murine models found that the liver has a vital role in overall glucose disposal and that hepatic insulin resistance significantly impairs whole-body glucose homeostasis (Michael et al., 2000; Saltiel and Kahn, 2001; Biddinger and Kahn, 2006).

Estrogens have beneficial effects on metabolic homeostasis in addition to their roles in reproductive functions (Nuutila et al., 1995; Carr, 2003; Herrmann et al., 2002; Maffei et al., 2004; Riant et al., 2009). The effects of estrogens on the regulation of insulin action and glucose metabolism have been underscored by studies of genetically engineered murine models, such as estrogen receptor (ER) α gene (*ESR1*) knockout mice (ERαKO mice) (Heine et al., 2000) or mice deficient in the aromatase gene (*Cyp19a1*), which encodes an enzyme responsible for estrogen synthesis (ArKO mice) (Nemoto et al., 2000; Takeda et al., 2003; Van Sinderen et al., 2014). ERαKO mice develop glucose intolerance and have decreased insulin sensitivity because of hepatic insulin resistance (Bryzgalova et al., 2006; Zhu et al., 2014). ArKO male mice are obese and develop glucose intolerance and insulin resistance, but supplementation with 17β-estradiol (E2) improves systemic insulin sensitivity (Takeda et al., 2003). Furthermore, E2 has anti-diabetic and weight-lowering effects in ovariectomized murine models and spontaneous rodent models of type 2 diabetes (Bailey and Ahmed-Sorour, 1980; Louet et al., 2004). Although the beneficial effects of E2 on glucose and lipid metabolism are well established, how E2 affects the hepatic responses to insulin in ArKO mice has not been studied. A clearer understanding of the molecular mechanisms that disrupt hepatic responses to insulin in estrogen-deficient states is essential for optimal management of estrogen-depleted states in humans to prevent long-term morbidities. Thus, we examined the responses of insulin-target tissues, such as liver and muscle, using matured ArKO male mice, which develop systemic insulin resistance (Takeda et al., 2003; Van Sinderen et al., 2014).

Insulin signaling is initiated by the intrinsic tyrosine kinase activity of the insulin receptor, which catalyzes tyrosine phosphorylation of IRS-1, IRS-2, and other endogenous substrates. This in turn triggers signaling pathways that activate downstream serine-specific protein kinases that mediate insulin action, including protein kinase B/Akt, to control cellular metabolism (Lu et al., 2012; Taniguchi et al., 2006). Akt activation is elicited by phosphorylation in its kinase domain at Thr^308^ by phosphoinositide-dependent protein kinase 1 (PDPK1) following insulin stimulation. Furthermore, full Akt activation is associated with a second phosphorylation at Ser^473^ in the hydrophobic motif domain by mTORC2 (Sarbassov et al., 2005). Activated Akt then phosphorylates a myriad of protein substrates with diverse subcellular localizations (Manning and Cantley, 2007), though it seems to be an important future area of research whether Akt phosphorylated at both or one of the sites modifies different downstream substrates (Manning and Toker, 2017). We examined phosphorylation levels of Thr^308^ and Ser^473^ in Akt 10 or 60 min after insulin administration as proximal insulin signaling events to determine whether ArKO mice respond to insulin properly in two insulin target tissues, liver and muscle. In addition to phosphorylation levels, we examined transcriptional hepatic responses to insulin using newly identified insulin-target genes as indicators because not all insulin-regulated processes become equally resistant to insulin in insulin-resistant states. We further investigated whether E2 restored altered insulin-responses of ArKO mice similar to those of WT mice. We found that liver and muscle were less sensitive to insulin in ArKO mice than in WT mice.

## 2 Materials and methods

### 2.1 Experimental animals

The experiments using animals were conducted according to established animal welfare guidelines and experimental protocols approved by Animal care committee of Kochi University (Approved No. K-00016). Mice at 5–6 months of age were used, maintained on a 12-h light/dark cycle at 22–25 °C, and given water and rodent chow (CE-2, Oriental Yeast Ltd., Tokyo, Japan). ArKO mice in a C57BL/6J genetic background were generated in our laboratory previously (Toda et al., 2001, Toda et al., 2008), and heterozygous offspring were mated to obtain ArKO mice. To examine the effects of E2 on insulin responses, a group of ArKO mice at 5 months of age were fed for 30 d a chow diet containing 10 ppm E2 (ArKO/E2 mice), which was prepared by dissolving 10 mg E2 (98%, purity minimum, Sigma-Aldrich Corp., Tokyo, Japan) in 100 mL acetone and adding it to 1 kg rodent chow (Toda et al., 2004). Fed mice injected with phosphate buffered saline (PBS) were assigned as fed mice. After mice fasted for 19 h, an intraperitoneal (ip) injection of PBS (fasted mice) or insulin (recombinant regular human insulin, Novolin R, Novo Nordisk Inc., NJ, USA) at a dose of 0.75 mU/g of body weight (insulin-treated mice) was administered. Liver (∼0.1 g) and gastrocnemius (∼0.3 g) were dissected 10 or 60 min after injection, snap-frozen in liquid nitrogen, and stored at −80 °C until use.

### 2.2 Measurement of glucose, triacylglycerol, cholesterol, insulin, and glucagon

Tail blood was collected via vein nicks of mice for measurement of blood glucose levels. Serum was prepared from blood collected by cardiac puncture, and stored at −20 °C. The concentrations of serum triacylglycerol and serum cholesterol were measured by colorimetric methods using the Triglyceride E-Test and Cholesterol T-Test, respectively (Wako Pure Chemical Industries Ltd., Osaka Japan). Serum insulin and serum glucagon levels were determined by using enzyme-linked immunoassay kits (BioVendor Laboratorni medicina a.s., Modrice Czech Republic, and Mercodia AB, Uppsala, Sweden, respectively). Blood glucose concentration was measured with Glutest Ace and Glutest Sensor (Sanwa Kagaku Kenkyusho Co., Nagoya, Japan).

### 2.3 Western blot analyses

To prepare tissue lysates, a portion of liver (∼0.1 g) from each mouse was sonicated in 0.1 mL of homogenization buffer consisting of 50 mM Tris-HCl (pH 7.4), 0.1 mM EDTA, 0.1 mM EGTA, 0.1% (w/v) SDS, a protease inhibitor cocktail (Roche Diagnostics GmbH, Germany), and a phosphatase inhibitor cocktail (Pierce, Rockford, IL, USA). Frozen gastrocnemius (∼0.3 g) was homogenized in 0.4 mL of homogenizing buffer with a TaKaRa BioMasher Standard (TAKARA BIO INC. Shiga 520-2193, Japan) and sonicated. Whole tissue lysates were transferred to new tubes and used to analyze protein phosphorylation levels. Protein concentrations of the lysates were quantified using a bicinchoninic acid protein assay kit (Thermo Scientific, Rockford, IL, USA).

Lysates (25 μg of protein/lane) were separated by 10% (w/v) SDS-PAGE and transferred to polyvinylidene difluoride membrane filters (Bio-Rad Laboratories, Inc., CA, USA). Membrane filters were blocked with 5% (w/v) bovine serum albumin solution (Wako Pure Chemical Industries, Osaka, Japan) in 20 mM Tris-HCl (pH 7.6), 0.14 M NaCl, and 0.05% (w/w) TWEEN^®^20 (Sigma-Aldrich, St. Louis, MO, USA) (TBS-T) at 4 °C for more than 2 h. Membranes were incubated with primary antibodies (Akt, pAkt^Thr308^, or pAkt^Ser473^) in Immunoshot® reagent 1 (Cosmo Bio Co., Ltd., Tokyo, Japan) overnight at 4 °C with continuous shaking. Membranes were washed with TBS-T, incubated in goat anti-rabbit horseradish peroxidase-conjugated IgG secondary antibody for 3 h at 25 °C, washed with TBS-T, and incubated for 5 min with Luminata™ Crescendo Western HRP Substrate (Millipore Corporation, MA, USA). Immuno-reacted bands were visualized by a luminescent image analyzer, ImageQuant™ LAS 4000 mini (GE Healthcare Bio-Sciences AB, Uppsala, Sweden), and quantified by Image Gauge Ver. 3.2 (FUJIFILM Corp. Tokyo), in which the intensities of immuno-reacted bands were expressed in arbitrary units. Primary antibody suppliers and antibody dilution ratios are listed in Table 1.

**Table 1:** Antibodies used in the study.

	Abbreviation	Dilution	From	Cat. No.	RRID
phospho-Akt (Thr308)	pAkt^T308^	1:1000	Cell Signaling Technology, Beverly, MA, USA	4056	AB_331163
phospho-Akt (Ser473)	pAkt^S473^	1:1000	Cell Signaling Technology, Beverly, MA, USA	4060	AB_2315049
Akt	Akt	1:1000	Cell Signaling Technology, Beverly, MA, USA	9272	AB_329827
Peroxidase-labeled antibody to rabbit IgG (H + L)		1:20000	SeraCare Life Sciences, Milford, MA, USA	074-1516	

### 2.4 RNA preparation and real-time quantitative PCR (RT-qPCR) analysis

Total hepatic RNAs were prepared individually using NucleoSpin® RNAII (Macherey-Nagel GmbH & Co., Düren, Germany). RNA (0.5 μg) was reverse-transcribed using a PrimeScript^®^RT reagent kit with gDNA Eraser (Takara Bio Inc., Shiga, Japan). Quantitative PCR analysis was performed with total reverse-transcribed RNA (16 ng equivalent) and 10 μM of each primer in a final volume of 20 μL using SYBR^®^ *Premix Ex* Taq™ II in a light cycler instrument (Takara Bio Inc., Shiga, Japan). After initial denaturation (95 °C for 30 s), 40 cycles of amplification (95 °C for 5 s and 60 °C for 20 s) were performed. Gene expression levels were calculated by the comparative CT method. Ribosomal protein large subunit 19 (Rpl19) mRNA levels from each sample were used as an internal control to normalize mRNA levels. We divided expression levels of each gene in insulin-treated mice with the mean expression level of mice treated with saline alone to obtain fold-differences. Gene-specific primer sequences are listed in Table 2.

**Table 2:** Primers used in qRT-PCR analysis.

	Gene symbol	Gene accession	Forward	Reverse	Size	PrimerBank ID
Angiopoietin-like 4	Angptl4	NM_020581	CATCCTGGGACGAGATGAACT	TGACAAGCGTTACCACAGGC	136	10181164a1
Arrestin domain containing 3	Arrdc3	NM_001042591	CAGAGGTTGTAACGGAGGAAC	GGGGCAGGAACCGAAACTC	123	28972730a1
B cell translocation gene 2, anti-proliferative	Btg2	NM_007570	GGACGCACTGACCGATCATTA	GATACAGCGATAGCCAGAACC	76	84875511c2
C-type lectin domain family 2, member d	Clec2d	NM_053109	GGTTTGACAACCAGGATGAGC	TCTCCCCGGATGGGAATCG	148	16716407a1
Dual specificity phosphatase 1	Dusp1	NM_013642	TTTGAGTTTGTGAAGCAGAGG	GTGGGGTGGACGGGGATGGAA	197	-
Fatty acid synthase	Fasn	NM_007988	GCTCATGGGTGTGGAAGTT	AGCTGGGTTAGGGTAGGAC	231	-
Fibroblast growth factor 21	Fgf21	NM_020013	GTGTCAAAGCCTCTAGGTTTCTT	GGTACACATTGTAACCGTCCTC	123	146134956c1
Fibrinogen-like protein 1	Fgl1	NM_145594	CTTCGTCCTGGTCGCCATT	TCCCGCAAGCAGTTCTCAC	75	262331535c1
Glucose-6-phosphatase, catalytic	G6pc	NM_008061	TGAAACTTTCAGCCACATCCG	GCAGGTAGAATCCAAGCGCGAA	101	-
Inhibin beta-E	Inhbe	NM_008382	AAGATCCGAGCTAATGAACCTGG	GGTCTCGCCTACAACATAAGGG	91	162139830c3
Interleukin 1 beta	Il1b	NM_008361	CTGTGACTCATGGGATGATGATG	CGGAGCCTGTAGTGCAGTTG	75	118130747c3
Insulin receptor substrate 2	Irs2	NM_001081212	CTGCGTCCTCTCCCAAAGTG	GGGGTCATGGGCATGTAGC	124	3661525a1
Malic enzyme 1, NADP(+)-dependent, cytosolic	Me1	NM_008615	GTCGTGCATCTCTCACAGAAG	TGAGGGCAGTTGGTTTTATCTTT	102	199019a1
Nuclear receptor subfamily 4, group A, member 1	Nr4a1	NM_010444	CTGTCCGCTCTGGTCCTC	AATGCGATTCTGCAGCTCTT	84	-
Orosomucoid 2	Orm2	NM_011016	CAACATCACCATAGGCGACCC	ATTTCCTGCCGGTAATCAGGG	108	112181191c1
Pyruvate kinase liver and red blood cell	Pklr	NM_013631	TACCACCGCCAGTTGTTTG	GCGGCCAGTCTTTGTCAGC	144	-
Phosphoenolpyruvate carboxykinase 1, cytosolic	Pck1	NM_011044	TGACAGACTCGCCCTATGTG	CCCAGTTGTTGACCAAAGGC	153	118130217c3
RasGEF domain family, member 1B	Rasgef1b	NM_145839	ACCGAAACCTCTACCAGTCC	CCAAGTGTTGGATAAGGGCTTC	102	22003890a1
Regulator of calcineurin 1	Rcan1	NM_001081549	TTGTGTGGCAAACGATGATGT	CCCAGGAACTCGGTCTTGT	189	31542574a1
Regulator of G-protein signaling 16	Rgs16	NM_011267	CGAGTGGGCCAGTAAGCATAA	GCAAATCGAAAGACTCTCTCCA	77	190684664c2
Stearoyl-Coenzyme A desaturase 1	Scd1	NM_009127	CCGGAGACCCCTTAGATCGA	TAGCCTGTAAAAGATTTCTGCAAACC	89	-
Serine (or cysteine) peptidase inhibitor, clade E, member 1	Serpine1	NM_008871	GTGAATGCCCTCTACTTCAGTG	GCTGCCATCAGACTTGTGGAA	90	170172561c3
Salt inducible kinase 1	Sik1	NM_010831	CAGGTGCTAGGGATCATGCAG	GGAGGTAGTAAATGGCGGCAA	103	110815829c2
Transformation related protein 53 inducible nuclear protein 1 transcript variant 2,	Trp53inp1	NM_001199105	GTTGACTTCATAGATACCTGCCC	GTGTGCTCTGCTGAGGACTC	89	312283686c1
Thioredoxin interacting protein	Txnip	NM_001009935	TCAATACCCCTGACCTAATGGC	TTCTGTCAATTCGAGCAGAGAC	108	118131130c3
Ribosomal protein L19	Rpl19	NM_001159483	TACCGGGAATCCAAGAAGATTGA	AGGATGCGCTTGTTTTTGAAC	89	226958656c3

### 2.5 Microarray analysis

A pool of total hepatic RNA prepared individually from fasted WT mice injected with PBS (n = 7) or insulin (n = 7) was used for microarray analysis. After examining RNA integrity using the 2100 Agilent Bioanalyzer system (Agilent Technologies, CA, USA), a portion of the mixture (100 ng) was used to generate amplified and biotinylated sense-strand DNA using a GeneChip® WT PLUS Reagent Kit for analysis with Mouse Gene 2.0 ST Array (Affymetrix Japan K.K., Tokyo, Japan). Average signal intensities for each probe set within the arrays were calculated by and exported from Affymetrix® Expression Console™ software (ver. 1.3.0) using the robust multichip average (RMA) method. Microarray data have been deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo, accession number GSE111407).

### 2.6 Statistical analysis

Data were analyzed with a PSI-Plot software (Poly Software International Inc., NY, USA). All data are presented as mean ± SEM. Differences were considered significant when the p value was less than 0.05.

## 3 Results

### 3.1 Serum parameter

The blood glucose level after 19 h fasting is significantly high in ArKO mice as compared to those of WT and ArKO/E2 mice (Fig. 1A). Serum triacylglycerol contents in fed state were significantly elevated in ArKO mice than WT and ArKO/E2 mice, while the contents in fasted mice were not different among experimental groups (Fig. 1B). Serum total cholesterol contents in fed mice were not different among experimental groups, whereas those were elevated after fasting in WT and ArKO mice, but not in ArKO/E2 mice (Fig. 1C). Serum insulin level is significantly lower in fed ArKO mice, but it is higher in fasted ArKO mice as compared to those of WT and ArKO/E2 mice (Fig. 1D). Serum glucagon levels in fasted mice were not different among experimental groups (Fig. 1E). The high levels of blood glucose and serum insulin in the fasted ArKO mice indicate its development of insulin resistant phenotype. In addition, this phenotype of ArKO male mice is corrected with E2 supplementation carried out under current experimental conditions.

**Fig. 1:**
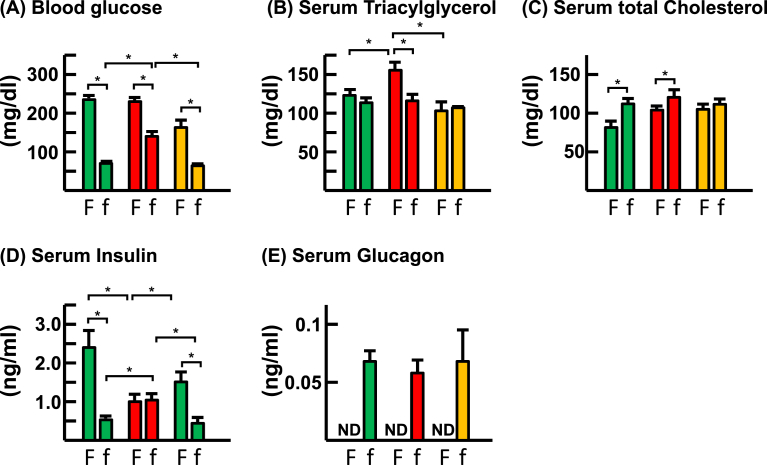
Measurement of metabolic parameters. Various metabolic parameters were measured in blood or serum samples collected from fed (F) or fasted (f) WT (green bar), ArKO (red bar), and E2-supplemented ArKO (orange bar) mice. (A) Blood glucose (n = 12) (B) serum triacylglycerol (n = 6), (C) serum cholesterol (n = 6), (D) serum insulin (n = 8), and (E) serum glucagon of fasted mice (n = 5) concentrations were measured. *, p < 0.05.

### 3.2 Western blot analysis of phosphorylation levels in the liver

Differences in the phosphorylation level of Ser^473^ in Akt were undetectable among WT, ArKO, and ArKO/E2 mice in the fed state (Fig. 2). After fasting, the phosphorylation level markedly decreased in WT mice, but not in ArKO mice. The level decreased in ArKO/E2 mice after fasting, but the degree was smaller than that in the WT mice. When fasted mice received insulin, phosphorylation levels increased in all three experimental groups. However, the degree of the increase was significantly lower in ArKO mice than in WT and ArKO/E2 mice. The phosphorylation level was retained 60 min after insulin administration without significant differences among the experimental groups.

**Fig. 2:**
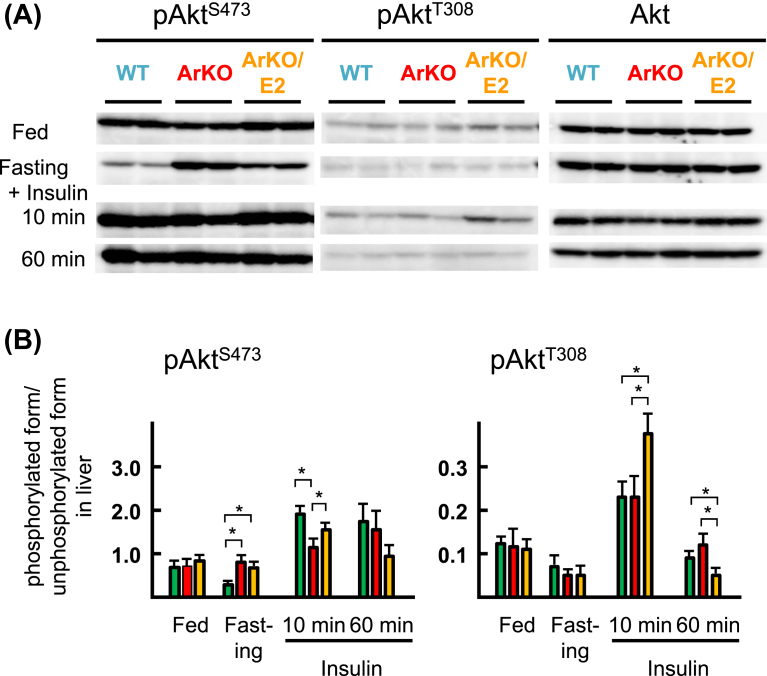
Western blot analyses of basal and insulin-stimulated phosphorylation of Akt in the liver. Phosphorylation levels of Akt (Ser^473^ and Thr^308^) and total Akt were analyzed from protein extracts from the liver of WT (green bar), ArKO (red bar), and ArKO/E2 mice (orange bar) fed, fasting for 19 h, and at 10 or 60 min after intraperitoneal injection of insulin into fasted mice. (A) Representative results of western blot analyses are shown. (B) Phosphorylated levels of Akt were normalized to total Akt (n = 6 for each group). *p < 0.05; compared among WT, ArKO, and ArKO/E2 mice. Unaltered blots are shown in Supplementary Fig. 1.

Phosphorylation levels of Thr^308^ in Akt were less apparent than those of Ser^473^ in the liver of fed mice, and levels further decreased after fasting. Insulin administration increased the level markedly in all experimental groups, and the increase was especially apparent in the liver of ArKO/E2 mice. In contrast to phosphorylation of Ser^473^, the level of Thr^308^ decreased precipitously 60 min after insulin administration. Although the bands detected were faint, the phosphorylation levels in ArKO/E2 mice were significantly lower than those in WT or ArKO mice.

In summary, Western blot analyses of livers revealed that insulin increases the Akt phosphorylation levels of Ser^473^ and Thr^308^ in WT, ArKO, and ArKO/E2 mice. There were significant differences in the phosphorylation levels of Ser^473^ between WT and ArKO mice: the phosphorylation level in the fasted state in ArKO mice is higher than in WT mice and the level after insulin supplementation is lower in ArKO mice than in WT mice.

### 3.3 Western blot analysis of phosphorylation levels in the muscle

As observed in the liver (Fig. 2), high levels of phosphorylation of Ser^473^ in Akt were detected in the muscle in the fed state regardless of genotypes and E2 supplementation (Fig. 3). However, the phosphorylation level decreased after fasting more markedly in ArKO mice than in WT and ArKO/E2 mice, which was different from the levels in the liver. Insulin administration increased the phosphorylation level regardless of genotype or E2 treatment 10 min after injection. The phosphorylation level of Ser^473^ in Akt decreased 60 min after injection, which was also different from the liver, where levels were maintained.

**Fig. 3:**
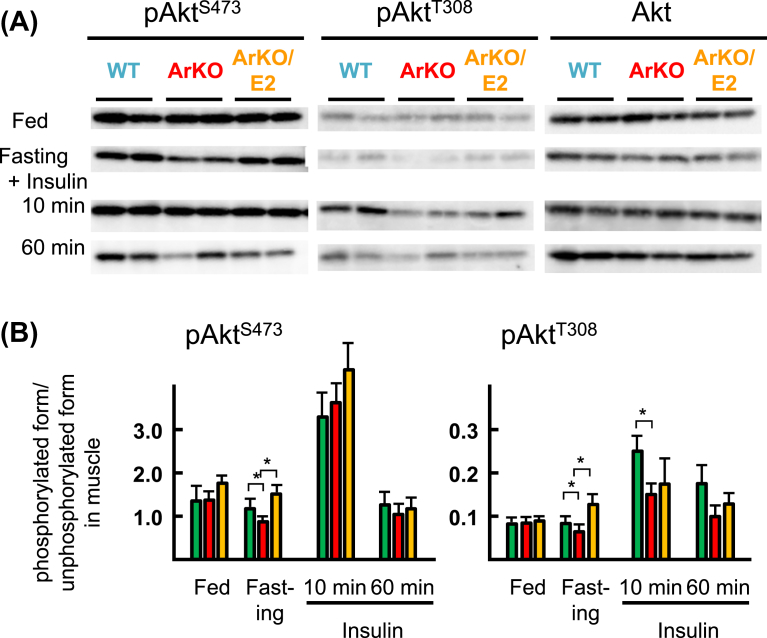
Western blot analyses of basal and insulin-stimulated phosphorylation of Akt in the muscle. Phosphorylation levels of Akt (Ser^473^ and Thr^308^) and total Akt were analyzed from protein extracts from the gastrocnemius of WT (green bar), ArKO (red bar), and ArKO/E2 (orange bar) mice fed, fasting for 19 h, and at 10 or 60 min after intraperitoneal injection of insulin into fasted mice. (A) Representative results of western blot analysis are shown. (B) Phosphorylated levels of Akt were normalized to total Akt (n = 6 for each group). *p < 0.05; compared among WT, ArKO, and ArKO/E2 mice. Unaltered blots are shown in Supplementary Fig. 2.

Low levels of phosphorylation of Thr^308^ in Akt were detected compared to those of Ser^473^ in the muscle in the fed state. The phosphorylation levels after fasting were lower in ArKO muscle than in WT and ArKO/E2 mice. Insulin supplementation increased the level markedly, but less in ArKO mice than in WT mice. Similar to the phosphorylation level of Ser^473^, the level of Thr^308^ decreased 60 min after insulin supplementation.

Western blot analysis in muscle revealed that insulin increased the phosphorylation levels of Thr^308^ in WT mice more than in ArKO mice, which suggests that the muscle of ArKO mice was less sensitive to insulin than those of WT and ArKO/E2 mice.

### 3.4 Microarray and RT-qPCR analyses in the liver

Western blot analysis of the liver revealed slightly attenuated responses to insulin in the phosphorylation level of Ser^473^ but not Thr^308^ of Akt in ArKO mice compared to those in WT mice. Next, we examined hepatic sensitivity to insulin at the transcriptional level using RT-qPCR.

First, we examined whether the expression levels of genes relevant to glucose metabolism, such as pyruvate kinase (Pklr), phosphoenolpyruvate carboxykinase 1 (Pck1), and glucose-6-phosphatase catalytic subunit (G6pc), revealed the action of insulin in murine liver (Fig. 4). Transcripts of Pklr were significantly suppressed and those of Pck1 were induced by fasting in all experimental groups. No significant changes in the abundance of G6pc transcripts were observed in WT and ArKO mice by fasting, but a significant reduction was detected in ArKO/E2 mice. Insulin supplementation did not cause significant changes at least within the time frame we studied, except for the expression of G6pc in ArKO and ArKO/E2 mice, in which insulin significantly decreased and increased, respectively, G6pc mRNA abundance compared to the expression levels in fasted control mice. We further examined the expression levels of genes related to lipogenesis such as NADP (+)-dependent malic enzyme 1 (Me1), fatty acid synthase (Fasn), and stearoyl-coenzyme A desaturase 1 (Scd1). As observed for glucose metabolizing genes, fasting was associated with a significant decrease in mRNA abundance, except for Scd1 expression in ArKO/E2 mice where no significant changes were detected. Insulin supplementation did not significantly alter expression levels, except for Scd1 expression in ArKO mice. These results suggested that gluconeogenic and lipogenic genes were not relevant to examine differences in insulin responses between WT and ArKO mice.

**Fig. 4:**
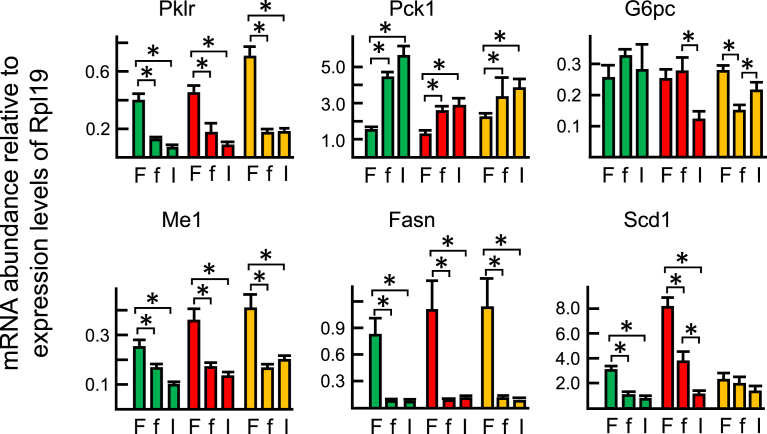
RT-qPCR analysis of genes related to gluconeogenesis and lipogenesis in the liver. Quantitative RT-PCR analysis of mRNA of genes related to gluconeogenesis (Pklr, Pck1, and G6pc) and lipogenesis (Me1, Fasn, and Scd1) were performed on cDNA derived from hepatic total RNA of WT (green bar), ArKO (red bar), and ArKO/E2 (orange bar) mice. Livers were collected from fed (F), fasted for 19 h (f), and at 60 min after insulin-injected mice (I). Expression data from 7 samples per experimental group are shown as the mean ± SD following normalization for ribosomal protein L19 mRNA expression. * indicates significant difference.

Therefore, we conducted a microarray analysis to find indicators of insulin action under our experimental conditions. 

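Hepatic RNA of fasted WT male mice was measured on Mouse Gene 2.0 ST arrays, with 1 array for mice injected with PBS and 1 array for mice injected with insulin (0.75 mU/g body weight), both collected 60 min after the injection. The mice had been fasted for 19 h. Each array held a pool of RNA from several mice, 7 per pool according to the paper and 5 per pool according to the sample labels. The series also holds 1 array of liver collected 60 min after an injection of glucagon (50 ng/g body weight), which the paper's text does not name and whose values are reported separately. The fasting time of the mice given glucagon is not given in the sources used here. The authors summarised the probe signals by the robust multichip average method in Expression Console 1.3.0, and the deposited values are log2 signals of 41345 probe sets, already corrected for background and normalized between arrays as that method does. The median log2 signal lay between 3.05 and 3.07 on the 3 arrays, and 16.0% of the probe sets on the PBS array reached a log2 signal of 6. Gene symbols came from the array annotation. The 23521 probe sets with exactly 1 symbol were used, and the brightest stood for a gene with several of them, which gave 22180 genes. Probe sets with several symbols (1814) or unnamed here (16010) were left out of the main counts. Expression on the insulin array was divided by that on the PBS array, and the paper's limits of more than 2-fold and less than 0.5-fold were applied with no filter on brightness. The central 95% of all log2 ratios lay between -0.55 and 0.58, which is a spread across genes and not an error between replicates. With 1 array per condition, the differences have no replicate check and no p-value was computed. Before the deposited values were examined, 32 lists of genes were fixed. The paper's figures, among them the heat map of these arrays, had been seen by then. Several lists hold genes that the paper names, so these lists are not blind to the data. The median log2 ratio of each list was ranked among the medians of 10000 random lists of the same size matched on mean signal.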

We identified 93 genes that had altered expression levels 1 h after insulin supplementation in fasted WT male mice; 62 genes were upregulated more than 2 fold and 31 genes downregulated less than 0.5 fold compared to those in PBS-administered WT mice. 

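Insulin was followed by higher expression of 86 genes, above 2-fold of the PBS array, and by lower expression of 48 genes, below 0.5-fold, of the 22180 genes compared. Listed chaperone genes and most listed glucocorticoid receptor targets were higher on the insulin array, while genes of cholesterol synthesis and the PPARα target list were mostly lower. All 15 measured genes of the heat shock and chaperone list were higher, with a median log2 ratio of 0.64, and Hspa1b (1.33), Hspb1 (1.33, and 0.19 on its dimmer other probe set) and Hsph1 (1.10) passed the 2-fold limit. Of 20 glucocorticoid receptor targets 16 were higher, the median log2 ratio was 0.35 and 6 were above 2-fold. The 6 were the kinase genes Sgk1 (1.17) and Pim3, the cell cycle inhibitor Cdkn1a (1.33), Ddit4, Dusp1 and Gadd45b. Of these, Cdkn1a, Ddit4, Dusp1 and Gadd45b are also members of other lists. Fkbp5 (0.27), Tsc22d3 (0.49) and Zbtb16 (0.22) were within the limits, and Klf9 (-0.22) was among the 4 lower targets. With glucagon against PBS, Tsc22d3 had 0.71 and Zbtb16 0.89. Without the genes that the paper names the median of these targets was 0.24, and over the 15 that are in neither the immediate-early nor the cAMP list it was 0.20. The median of heat shock genes was 0.92 for glucagon against PBS and -0.29 for insulin against glucagon, and that of glucocorticoid receptor targets was 0.17 and 0.14. The ratios of both hormones share the PBS array, so their medians are not independent.

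Of 18 measured genes of cholesterol synthesis 16 were lower and the median log2 ratio was -0.37, although none was below 0.5-fold. The sterol enzymes Msmo1, Nsdhl and Fdft1 had log2 ratios of -0.96, -0.71 and -0.60. Of 30 PPARα targets and genes of fat oxidation 25 were lower, with a median of -0.19, and 6 were below 0.5-fold. Of these 6, 5 are genes that the paper names from these arrays. The 6 genes included the lipid droplet gene Cidec (-1.08) and the lipolysis inhibitor G0s2 (-1.05, and -0.57 on its dimmer other probe set). Cyp4a31, a fatty acid hydroxylase that the paper does not name, was also among the 6. None of the β-oxidation enzymes in the list was past the limits, and their log2 ratios ran from -0.45 for Acaa1b to 0.22 for Acadl. Markers of periportal and pericentral hepatocytes, the cells at the inflow and the outflow of the liver lobule, differed in direction. All 12 periportal markers were higher, with a median of 0.30, and Cyp17a1 and the dim probe set of Ass1 (1.27) were above 2-fold. Of 16 pericentral markers 12 were lower, with a median of -0.20 (-0.12 with the mean of a gene's probe sets), led by Cyp7a1 (-0.97) and Cyp2c50 (-0.82), and none was below 0.5-fold. The pericentral median was below nearly all random lists (percentile 0.01), and the medians of the other 5 lists lay beyond all 10000 of them. Members of a list can vary together, and these percentiles measure spread across genes and not between pools.

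The counts depend on which probe sets are used. Over every probe set, named or not, 449 were above 2-fold and 374 below 0.5-fold, most of them probe sets unnamed here. Over every annotated probe set the numbers were 93 and 53. Among genes with a log2 signal of at least 6 on the brighter array they were 46 and 22.

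**Figure D1:**
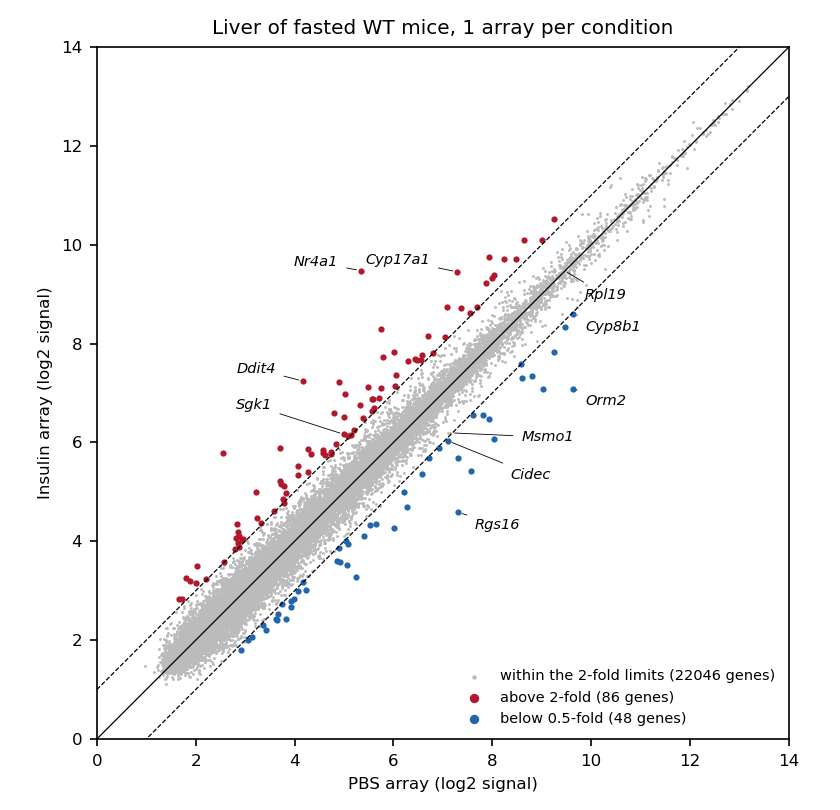
Log2 signal of 22180 genes on the PBS array (x axis) and the insulin array (y axis), 1 point per gene; the solid line marks equal signals and the dashed lines the 2-fold limits. The 86 genes above 2-fold are red and the 48 genes below 0.5-fold are blue, and Rpl19, the RT-qPCR reference gene, lies close to the solid line.

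**Figure D2:**
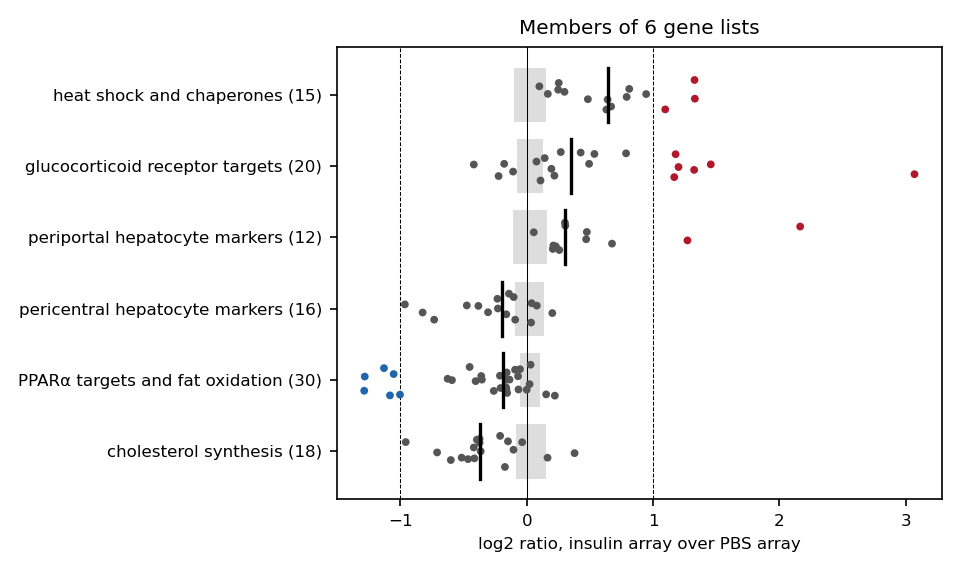
Log2 ratio of the insulin array over the PBS array for each measured member of 6 gene lists (points, number of genes in brackets), red above 2-fold and blue below 0.5-fold. Black bars are list medians and grey boxes the central 95% of the medians of random lists. The 6 lists are taken from the 16 with medians outside that range, so each median lies outside its box by this choice.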

A heat map of the 20 top-ranked genes is shown in Fig. 5.

**Fig. 5:**
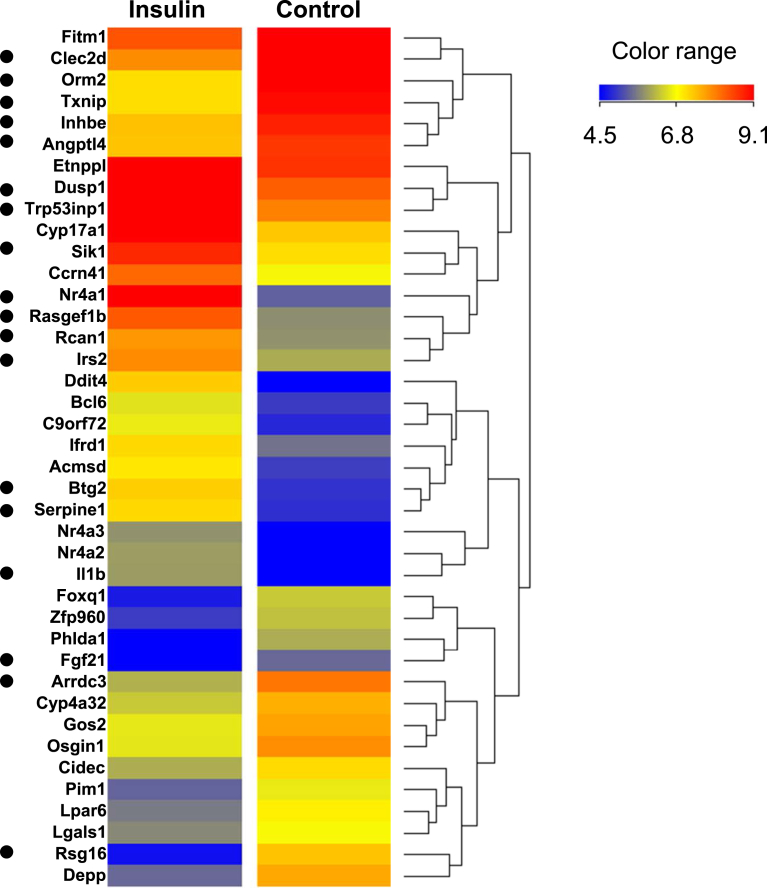
Heat map representing mRNA expression of the top 20 ranked insulin-target genes in the WT liver as determined by microarray analysis. A heat map was generated with Mev_4_8_1 after normalization of expression-values by Z score transformation. Genes selected for RT-qPCR analysis were marked with a dot. The color key indicates the correlation score: blue, lowest; red, highest.

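Of the 20 higher genes in the heat map 19 had a named probe set, and all 19 were above 2-fold on the insulin array. Their log2 ratios ran from 1.46 to 4.14. Of the 20 lower genes 18 had a named probe set, and all 18 were below 0.5-fold, with log2 ratios from -2.72 to -1.03. With glucagon against the same PBS array, 6 of the 19 higher genes were above 2-fold too. Of the 18 lower genes, 1 was below 0.5-fold with glucagon. Among the higher genes were regulators of transcription and growth. Nr4a3, an orphan nuclear receptor, had a log2 signal of 2.56 on the PBS array and 5.78 on the insulin array, and its relative Nr4a2 had a log2 ratio of 2.17. Ddit4, an inhibitor of the mTORC1 kinase, was 8.40-fold higher (4.17 on the PBS array and 7.24 on the insulin array). The transcriptional repressor Bcl6 had a log2 ratio of 1.52, the transcriptional coregulator Ifrd1 of 1.63 and Noct, a gene of rhythmic expression drawn in the heat map under its older symbol, of 1.46. The higher genes of the heat map also included some metabolic enzymes. Cyp17a1, a steroid hydroxylase, was 4.49-fold higher, Acmsd of tryptophan degradation 3.91-fold and Etnppl, which degrades phosphoethanolamine, 2.75-fold. C9orf72, part of a complex that acts in autophagy, had a log2 ratio of 1.79, and of -0.25 on its dimmer other probe set.

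The lower genes included Depp1, a target of FoxO transcription factors (log2 ratio -2.16), the transcription factor gene Foxq1 (-1.58, and -0.76 on its dimmer other probe set), Phlda1, which encodes a pleckstrin homology domain protein (-1.75), and the zinc finger gene Zfp960 (-1.20). Osgin1, a growth inhibitor induced by oxidative stress, had a log2 ratio of -1.26 and Lgals1, which encodes galectin-1, of -1.03. Pim1, a kinase, had -1.22, and -0.27 on its dimmer other probe set. Fitm1, a gene of fat storage, had -1.13, and -0.33 on its dimmer other probe set.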

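Among the genes that the paper selected for RT-qPCR, those higher on the insulin array included some regulators of signalling and a cytokine. Rasgef1b, an exchange factor for small GTPases, was 5.83-fold higher (log2 signal 5.75 on the PBS array and 8.29 on the insulin array), and Rcan1, an inhibitor of calcineurin, was 3.86-fold higher. Trp53inp1, a p53-induced stress gene, was 3.55-fold higher, the kinase gene Sik1 3.15-fold, Il1b 3.00-fold and Dusp1, a MAP kinase phosphatase, 2.75-fold. Nr4a1, Btg2 and Irs2 were above 2-fold as well. Of the 9 higher genes, Nr4a1 and Trp53inp1 were above 2-fold with glucagon against the same PBS array too. Lower expression was seen for Rgs16, a regulator of G-protein signaling (0.151-fold, log2 signal 7.31 on the PBS array and 4.59 on the insulin array), for Orm2, which encodes an acute phase protein (0.172-fold), and for the arrestin genes Arrdc3 (0.256-fold) and Txnip (0.260-fold). The lectin gene Clec2d was at 0.373-fold, and the secreted factors Angptl4 and Fgf21 were at 0.410-fold and 0.411-fold. Inhbe was below 0.5-fold too. Fgl1, a secreted liver protein, was at 0.666-fold (log2 signal 11.1 on the PBS array and 10.5 on the insulin array). With glucagon against PBS, Orm2 and Fgl1 were below 0.5-fold. With insulin, the log2 ratio of each of the selected genes lay outside the central 95% of the 500 genes nearest to it in brightness. The paper selected these genes from the same arrays, so this was largely set by the selection.

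The cytokine, acute phase and clock lists held members on both sides of 0. Of 23 cytokine and NF-κB target genes, Il1b, Il1a (log2 ratio 1.12) and the chemokine receptor-like gene Ccrl2 were above 2-fold and none was below 0.5-fold, while the median of 0.08 lay within the central 95% of random lists. Only 3 members, Cxcl9, Nfkbia and Vcam1, reached a log2 signal of 6, and their median of 0.85 is the value of Cxcl9. Of 28 acute phase genes, Orm2 was below 0.5-fold, and Hamp2 (1.00) and Socs3 (1.03, and -0.36 on its dimmer other probe set) were above 2-fold. Their median was -0.07, below the central 95% of random lists (percentile 1.08), but within it after quantile normalization (percentile 3.36) and without the genes that the paper names. Of 21 clock genes, Rgs16 was below 0.5-fold and Noct and Nfil3 (1.07) were above 2-fold, with a median of 0.08 that lay within the central 95%.

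**Figure D3:**
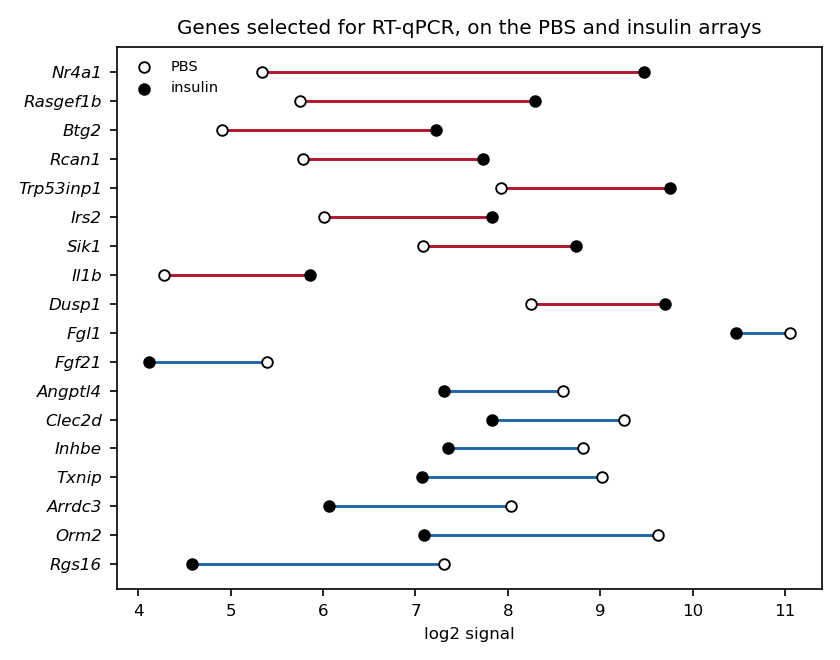
Log2 signal on the PBS array (open circles) and the insulin array (filled circles) of the 9 higher and 9 lower genes that had a named probe set, ordered by the difference; red lines join genes higher on the insulin array and blue lines genes lower on it. Fgl1 has the shortest blue line, from 11.1 to 10.5.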

Based on the microarray analysis, we selected a subset of genes regulated by insulin in WT liver (10 upregulated genes: B cell translocation gene 2, anti-proliferative (Btg2), dual specificity phosphatase 1 (Dusp1), nuclear receptor subfamily 4, group A, member 1 (Nr4a1), interleukin 1 beta (Il1b), insulin receptor substrate 2 (Irs2), RasGEF domain family, member 1B (Rasgef1b), regulator of calcineurin 1 (Rcan1), serine (or cysteine) peptidase inhibitor, clade E, member 1 (Serpine1), salt inducible kinase 1 (Sik1), and transformation related protein 53 inducible nuclear protein 1 transcript variant 2 (Trp53inp1), and 9 downregulated genes: angiopoietin-like 4 (Angptl4), arrestin domain containing 3 (Arrdc3), C-type lectin domain family 2, member d (Clec2d), fibroblast growth factor 21 (Fgf21), fibrinogen-like protein 1 (Fgl1), inhibin beta-E (Inhbe), regulator of G-protein signaling 16 (Rgs16), orosomucoid 2 (Orm2), and thioredoxin interacting protein (Txnip)) and examined the expression levels in ArKO and ArKO/E2 mice by means of RT-qPCR.

A significant induction of the 10 upregulated gene was detected in ArKO mice (Fig. 6). By contrast, 3 of 9 downregulated genes (Fgl1, Clec2d, and Orm2) were not suppressed by insulin in ArKO mice (Fig. 7). Although 16 of the 19 selected insulin-target genes were responsive to insulin in ArKO mice as observed in WT mice when analyzed by RT-qPCR, there were marked differences between WT and ArKO mice in the responses (Fig. 8). Namely 8 of 10 upregulated genes and 5 of 9 downregulated genes were significantly less altered in ArKO mice than in WT mice. E2 supplementation restored responses to WT levels in six genes (Nr4a1, Dusp1, Irs2, Trp53inp1, Fgf21, and Fgl1).

**Fig. 6:**
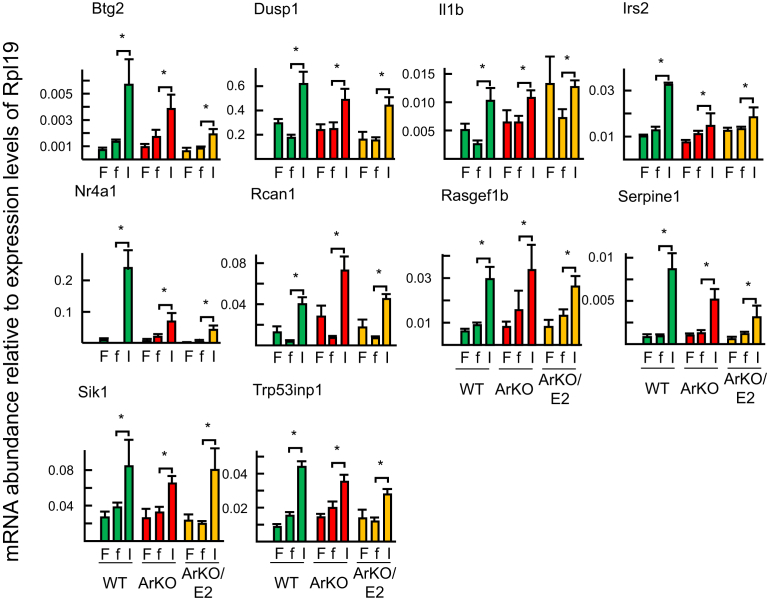
RT-qPCR analysis of genes upregulated by insulin. Livers were collected from fed (F), fasted (f), and at 60 min after insulin-injected fasted (I) WT (green bar), ArKO (red bar), and E2-supplemented ArKO (orange bar) mice. Expression data from 7 samples per experimental group are shown as the mean ± SD following normalization to ribosomal protein L19 mRNA expression. * indicates significant difference.

**Fig. 7:**
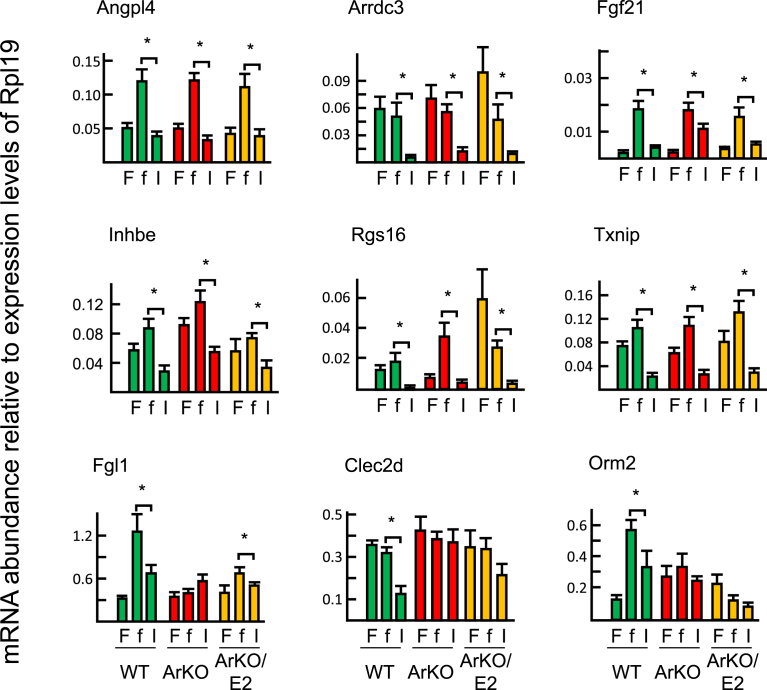
RT-qPCR analysis of genes downregulated by insulin. Livers were collected from fed (F), fasted (f), and at 60 min after insulin-injected fasted (I) WT (green bar), ArKO (red bar), and E2-supplemented ArKO (orange bar) mice. Expression data from 7 samples per experimental group are shown as the mean ± SD following normalization to ribosomal protein L19 mRNA expression. * indicates significant difference.

**Fig. 8:**
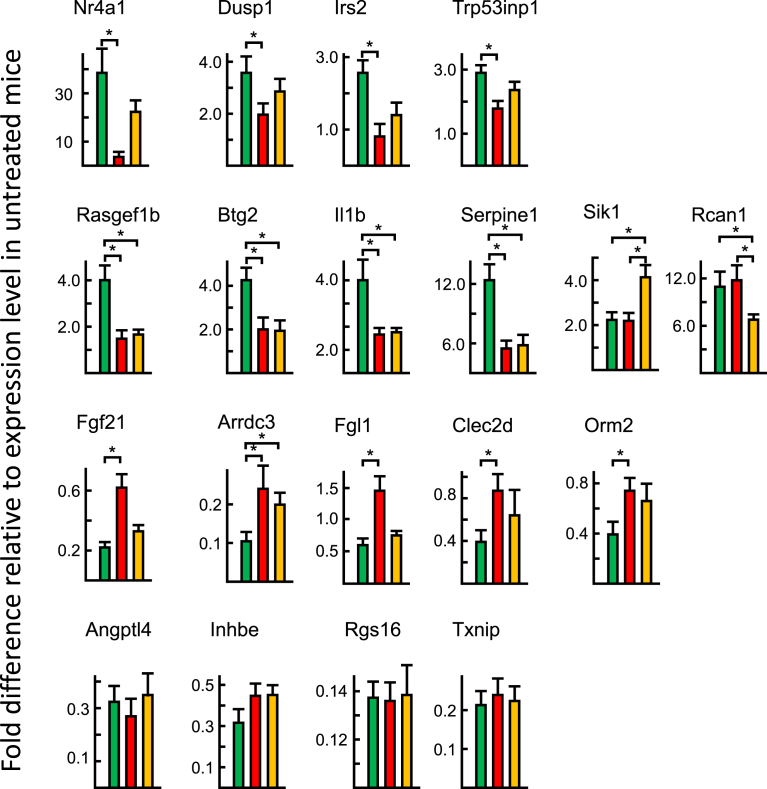
Analysis of the degrees of alterations by insulin on insulin-target genes by RT-qPCR analyses. Alterations in mRNA expression levels of each gene by insulin (Figs. 5 and 6) were calculated by the mean value of the expression level of fasted mice and compared among WT (green bar), ArKO (red bar), and ArKO/E2 (orange bar) mice. * indicates significant difference.

Taken together, data from RT-qPCR analysis revealed that ArKO mice were less responsive to insulin than WT mice, which may affect whole-body glucose homeostasis in ArKO mice.

## 4 Discussion

By means of two distinct approaches, we examined differences in insulin sensitivity between WT and ArKO mice: protein phosphorylation of Akt in the liver and muscle, and hepatic mRNA expression of insulin-target genes. Although suppression of endogenous glucose production by insulin is a well-established indicator to discriminate hepatic insulin resistance from extra-hepatic origins using a euglycemic-hyperinsulinemic clamp test, phosphorylation of Akt is also a sensitive and convenient indicator of insulin signaling under physiological conditions (Saltiel and Kahn, 2001; Whiteman et al., 2002).

Estrogen modulates insulin sensitivity and is involved in glucose homeostasis (Godsland, 2005). ArKO male mice progressively develop hyperglycemia and insulin resistance (Nemoto et al., 2000; Takeda et al., 2003). Because mice deleted the insulin receptor gene in a liver-specific manner have hyperglycemia and whole-body insulin resistance (Michael et al., 2000), we hypothesized that insulin-induced phosphorylation of Akt would be highly attenuated in the liver of ArKO mice compared to that in WT mice. However, we detected a significant but modest attenuation in the phosphorylation levels of Ser^473^ in Akt in ArKO liver compared to that of WT liver after insulin administration. By contrast, the phosphorylation levels of Ser^473^ were significantly higher in fasted ArKO mice compared to those in WT mice. These observations suggest that the functions of protein phosphatases (Newton and Trotman, 2014) or mammalian target of rapamycin complex 2 (mTORC2) responsible for phosphorylation of Ser^473^ in Akt (Sarbassov et al., 2005; Hagiwara et al., 2012) are dysregulated in estrogen-deficient conditions, which obscures insulin-dependent phosphorylation of Ser^473^ in Akt in the liver. In contrast to the liver, analysis of the gastrocnemius revealed a significant attenuation in the phosphorylation levels of both Ser^473^ and Thr^308^ in Akt in ArKO mice compared to those in WT mice in the fasted state. We also detected lower phosphorylation levels of Thr^308^ after insulin administration in ArKO mice in the muscle. Because skeletal muscle accounts for 70–90% of glucose disposal following a carbohydrate load (DeFronzo et al., 1981) through activation of Akt in an insulin-dependent manner (Jaldin-Fincati et al., 2017) and because estrogens increase insulin-stimulated glucose uptake into skeletal muscle *in vivo* (Gorres et al., 2011), low phosphorylation levels of Akt in muscle may reflect poor insulin sensitivity, thereby causing the development of hyperglycemia and insulin resistant conditions in ArKO mice. Nevertheless, the relationship between Akt phosphorylation levels and insulin activity is tenuous because Akt is reported to be dispensable for insulin-mediated metabolic regulation (Okamoto et al., 2005; Lu et al., 2012). Furthermore, other studies reported that differences in phosphorylation levels of Akt between WT and ArKO mice may occur only in female mice (Van Sinderen et al., 2014, Van Sinderen et al., 2015), though experimental conditions between those studies and ours, such as the dosage of insulin (0.15 U/g body weight (Van Sinderen et al., 2014) and 0.75 mU/g body weight in this study) and procedures for insulin administration (via inferior vena cava versus ip), were slightly different.

E2 supplementation in ArKO mice reverses hyperinsulinemia and hyperglycemia to WT levels (Fig. 1) and improves the impairment of glucose disposal activity (Takeda et al., 2003; Van Sinderen et al., 2014). We observed improvement in the phosphorylation levels of Ser^473^ in Akt in the liver of ArKO/E2 mice 10 min after insulin stimulation compared to that of ArKO mice, which suggests that lowered insulin sensitivity from estrogen deficiency was corrected by E2 supplementation. The marked positive effect of E2 on insulin-stimulated phosphorylation of Akt was also observed at Thr^308^ in the liver. E2 supplementation resulted in enhancement of phosphorylation levels of Akt in the muscle after insulin administration: nevertheless the difference was not significant. Thus, the effect of E2 on Akt phosphorylation seems to correlate with the improvement of whole-body glucose metabolism in ArKO mice treated with estrogen. However, treatment of rat soleus muscles with E2 in vitro increases the phosphorylation level of Ser^473^ in Akt (Rogers et al., 2009), indicating that E2 enhances phosphorylation of Akt without insulin treatment. This effect of E2 on Akt phosphorylation might explain high phosphorylation levels of Akt at Ser^473^ observed in the liver and muscle of fasted ArKO/E2 mice. We also detected an increment in the phosphorylation levels at Thr^308^ of Akt in the muscle of fasted ArKO/E2 mice compared to those of ArKO mice, but not in the liver. The Thr^308^ of Akt is proposed to be phosphorylated through the phosphoinositide 3-kinase (PI3K) dependent pathway (Manning and Toker, 2017). Thus E2 might generate only a modest effect on the PI3K-Akt pathway, partly through the G-protein coupled estrogen receptor (Revankar et al., 2005; Kim and Bender, 2009; Petrie et al., 2013), in the ArKO liver.

Insulin stimulates many signaling pathways, including the Ras/MEK/ERK pathway, which lead to initiation of a transcriptional program (Boulton et al., 1991). Under our experimental conditions, we were unable to detect insulin's ability to suppress and enhance gene expression related to hepatic glucose production and fatty acid synthesis, respectively, in WT mice. To examine hepatic sensitivity to insulin transcriptionally, we employed microarray analysis. We identified insulin-target genes and selected 19 genes for analysis. Of the 19 genes, six genes (Rasgef1, Serpine1, Trp53inp1, Fgl1, Clec2d, and Orm2) are novel insulin-regulatable genes in the liver. The responses to insulin of eight genes, Dusp1 (Lawan et al., 2015), Il1b (Lang and Dobrescu, 1989), Rcan1 (Wang et al., 2012), Sik1 (Berdeaux, 2011), Angpl4 (Oike et al., 2005), Arrdc3 (Patwari et al., 2011), Rgs16 (Huang et al., 2006), and Txnip (Chutkow et al., 2008), were consistent with previous studies. However, the expression of Nr4a1 and Btg2 genes was previously reported to be regulated by glucagon (Pei et al., 2006; Kim et al., 2014), but we found a significant induction by insulin, which suggests that expression of these genes was regulated by insulin as well as glucagon. 

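Nr4a1, an orphan nuclear receptor induced early after many stimuli, was 17.6-fold higher on the insulin array than on the PBS array (log2 signal 5.34 with PBS and 9.48 with insulin), the highest ratio of the 22180 genes. Btg2, an antiproliferative gene, was 4.99-fold higher (4.91 with PBS and 7.22 with insulin). Both belong to the immediate-early response list, of which 31 of 33 measured genes were higher with insulin, 9 of them above 2-fold. The stress-induced factor Atf3 (log2 ratio 1.43), Fosl2 (1.29), Gadd45g (1.35) and Gadd45b (1.18) were among the 9. Egr1 (0.93) and Fos (0.33) were within the limits, and Klf10 (-0.79) and Egr3 (-0.53) were lower. The median of the list was 0.64. All 23 measured cAMP and CREB targets, genes that glucagon acts on through protein kinase A, were also higher with insulin, with a median of 0.43. Of these, 6 were above 2-fold, the 3 Nr4a genes together with Sik1, Dusp1 and Igfbp1, which encodes a binding protein of insulin-like growth factors (1.22). Per1 (0.79), the coactivator gene Ppargc1a (0.74) and Crem (0.60), itself a CREB family member, were within the limits. Both medians lay above all 10000 random lists. On the glucagon array Nr4a1 had a log2 ratio of 2.12 against PBS and Btg2 of 0.03, and 13 of the 23 cAMP and CREB targets were higher, with a median of 0.09 that lay within the central 95% of random lists. Each list holds 5 genes that the paper names from these arrays, and without them the medians were 0.50 and 0.33. From the induction of Nr4a1 and Btg2 by insulin, together with earlier reports on glucagon, the paper proposes that both hormones regulate these genes.

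**Figure D4:**
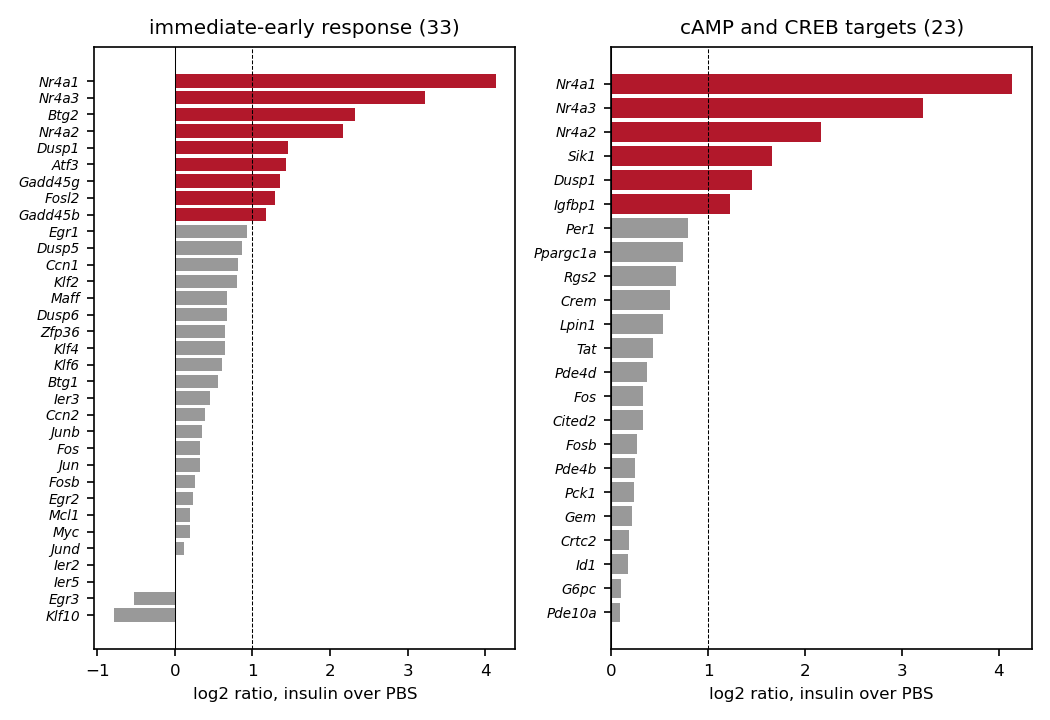
Log2 ratio of the insulin array over the PBS array for 33 immediate-early genes (left) and 23 cAMP and CREB targets (right), 1 bar per gene, red above 2-fold (dashed line). Nr4a1 has the longest bar in both lists, and every bar on the right lies above 0.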

FGF21 is a metabolic hormone with pleiotropic effects on glucose and lipid homeostasis (Erickson and Moreau, 2017). We found that expression of the Fgf21 gene was increased by fasting and significantly decreased by insulin, which is consistent with a previous report (Uebanso et al., 2009) but differs from a report that found that insulin increased Fgf21 mRNA abundance in rat hepatocyte cultures (Cyphert et al., 2014). Furthermore, the mRNA abundance of Irs2 and Inhbe was increased and decreased, respectively, after insulin administration under our experimental conditions, but opposite results have been reported for each gene (Hirashima et al., 2003; Hashimoto et al., 2009). 

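Irs2, an adaptor protein of the insulin receptor, was 3.53-fold higher on the insulin array than on the PBS array (log2 signal 6.01 with PBS and 7.83 with insulin). Inhbe, which encodes a secreted inhibin subunit of the liver, was at 0.363-fold (8.81 with PBS and 7.35 with insulin). Of 24 measured genes of insulin signalling, Irs2 and Igfbp1 were above 2-fold. The transcription factor gene Foxo1 (log2 ratio 0.57) and Pik3r1 (0.47) were within the limits, Irs1 had 0.18, and the median of 0.09 lay within the central 95% of random lists. Irs2 is also a target of FoxO transcription factors, which insulin keeps out of the nucleus. The 24 measured FoxO targets went both ways. Irs2, Igfbp1, Bcl6, Cdkn1a and Bcl2l11 (1.28), a gene of apoptosis, were above 2-fold, and Depp1, Txnip and Angptl4 were below 0.5-fold. Their median was 0.13, above the central 95% of random lists (percentile 98.0), but inside it when genes at or below the array-wide median were left out or when the genes that the paper names were left out. Among members with a log2 signal of at least 6 it was 0.32. Inhbe belongs to the list of the integrated stress response, of which Ddit4 and Atf3 were above 2-fold and Inhbe and Fgf21 below 0.5-fold. The regulator Atf4 had a log2 ratio of 0.58 and its target Asns 0.60, within the limits. Of 26 measured genes of this list 17 were higher, and the median of 0.22 (0.41 among members with a log2 signal of at least 6) lay above the central 95% of random lists.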

Apparently further studies are needed to clarify the reasons why the contrasting responses to insulin were observed and how this disparity relates to glucose metabolism in vivo.

The mRNA levels of 10 selected genes induced by insulin in WT liver were also increased in ArKO liver, but 3 of 9 genes (Clec2d, inhbe, and Orm2) suppressed by insulin in WT liver were not suppressed in ArKO liver. These findings suggest that the insulin signaling pathway that suppresses target genes may be less functional in ArKO mice than in WT mice. These results resemble a characteristic of insulin resistance known as the “insulin signaling paradox” (Brown and Goldstein, 2008; Williams et al., 2013), which is characterized by enhanced lipid synthesis and defective suppression of glucose production in response to insulin in the liver. When insulin-induced gene alterations were assessed, less marked alterations were detected in ArKO livers compared to those in WT livers. Thus, ArKO liver seems to be insulin resistant from a transcriptional point of view.

E2 supplementation in ArKO mice did not reverse the phosphorylation levels of Thr^308^ of Akt in the muscle and the expression levels of all insulin-target genes to the WT levels, nevertheless blood glucose and insulin levels in fasted state are completely normalized under the current E2 supplementation conditions. This might reflect that conditions for E2 supplementation after maturation are inappropriate. It is also possible that E2 levels might be inappropriate to regulate subsets of E2-dependent physiology in E2-supplemented ArKO mice. Determination of E2 levels in the E2-target tissues such as liver and muscle in addition to serum of WT, ArKO and ArKO/E2 mice is essential to clarify whether the observed effects of E2 in the present study are due to pharmacological levels of E2 or not. Nevertheless, determination of serum E2 concentrations in male mice seems to be a challenging area, partly because concentrations of estrogenic steroids are below the limit of detection (<0.3 pg/ml for E2 and <0.5 pg/ml for estrone) by gas chromatography-tandem mass spectrometry (Nilsson et al., 2015) or because of inability of the quantification due to unknown reasons by liquid chromatography-tandem mass spectrometry (McNamara et al., 2010).

In conclusion, we found lower sensitivity of gastrocnemius in ArKO mice to insulin in terms of phosphorylation levels of Akt than that of WT mice, but the responses in the liver were relatively comparable between ArKO and WT mice. However, from a transcriptional point of view, the liver of ArKO mice was less sensitive to insulin than that of WT mice, and the sensitivity of ArKO mice was partially restored by E2 supplementation, although it remains to be determined whether or not the observed effects of E2 in ArKO male mice are attributable to the pharmacological influence of E2. Taken together, our present study demonstrated that attenuated responses to insulin might cumulatively affect glucose metabolism and lead to hyperglycemia in ArKO mice.

## Declarations

### Author contribution statement

Katsumi Toda: Conceived and designed the experiments; Performed the experiments; Analyzed and interpreted the data; Contributed reagents, materials, analysis tools or data; Wrote the paper.

Akiko Toda: Performed the experiments.

Masafumi Ono: Performed the experiments; Analyzed and interpreted the data.

Toshiji Saibara: Conceived and designed the experiments; Performed the experiments; Analyzed and interpreted the data; Wrote the paper.

### Funding statement

This work was supported in part by a grant in aid for Scientific Research from the Ministry of Education, Culture, Sports, Science and Technology, Japan (to T. Saibara, no. 15K09010).

### Competing interest statement

The authors declare no conflict of interest.

### Additional information

Data associated with this study has been deposited online at Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) under the accession number GSE111407.

# Supplementary material for: Lack of 17β-estradiol reduces sensitivity to insulin in the liver and muscle of male mice
**Source:** Heliyon. 2018 Sep 11;4(9):e00772. doi: 10.1016/j.heliyon.2018.e00772

pAkt T308

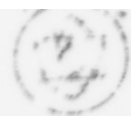

CM
1
2
3
4
5
6
STRATAGENE®

liver insulin 10 min

liver insulin 60 min

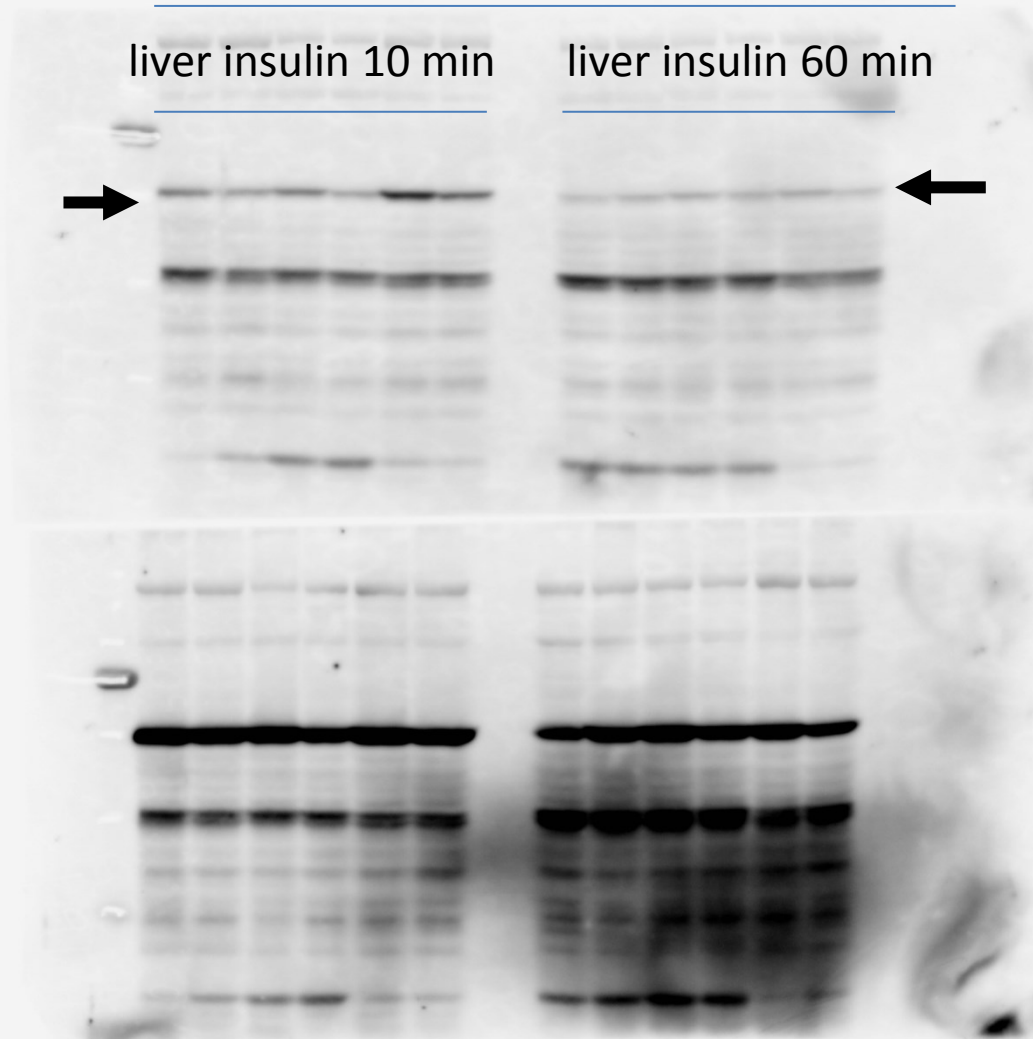

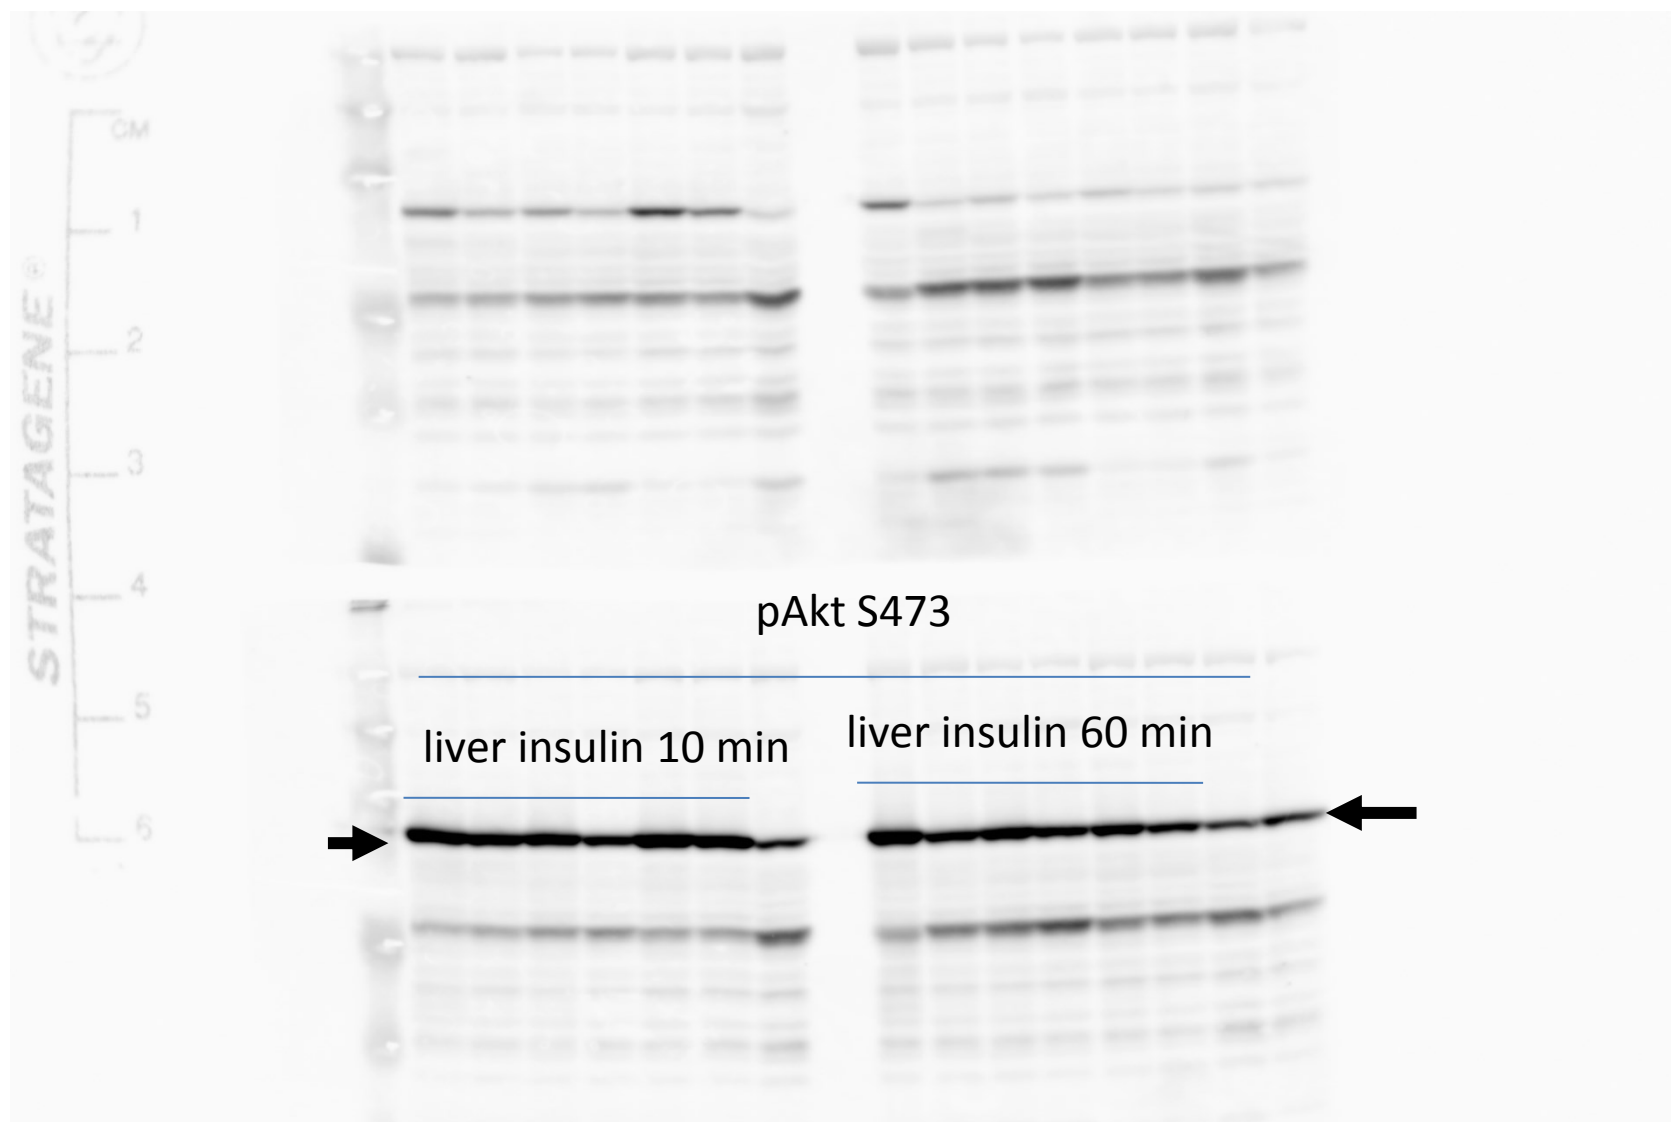

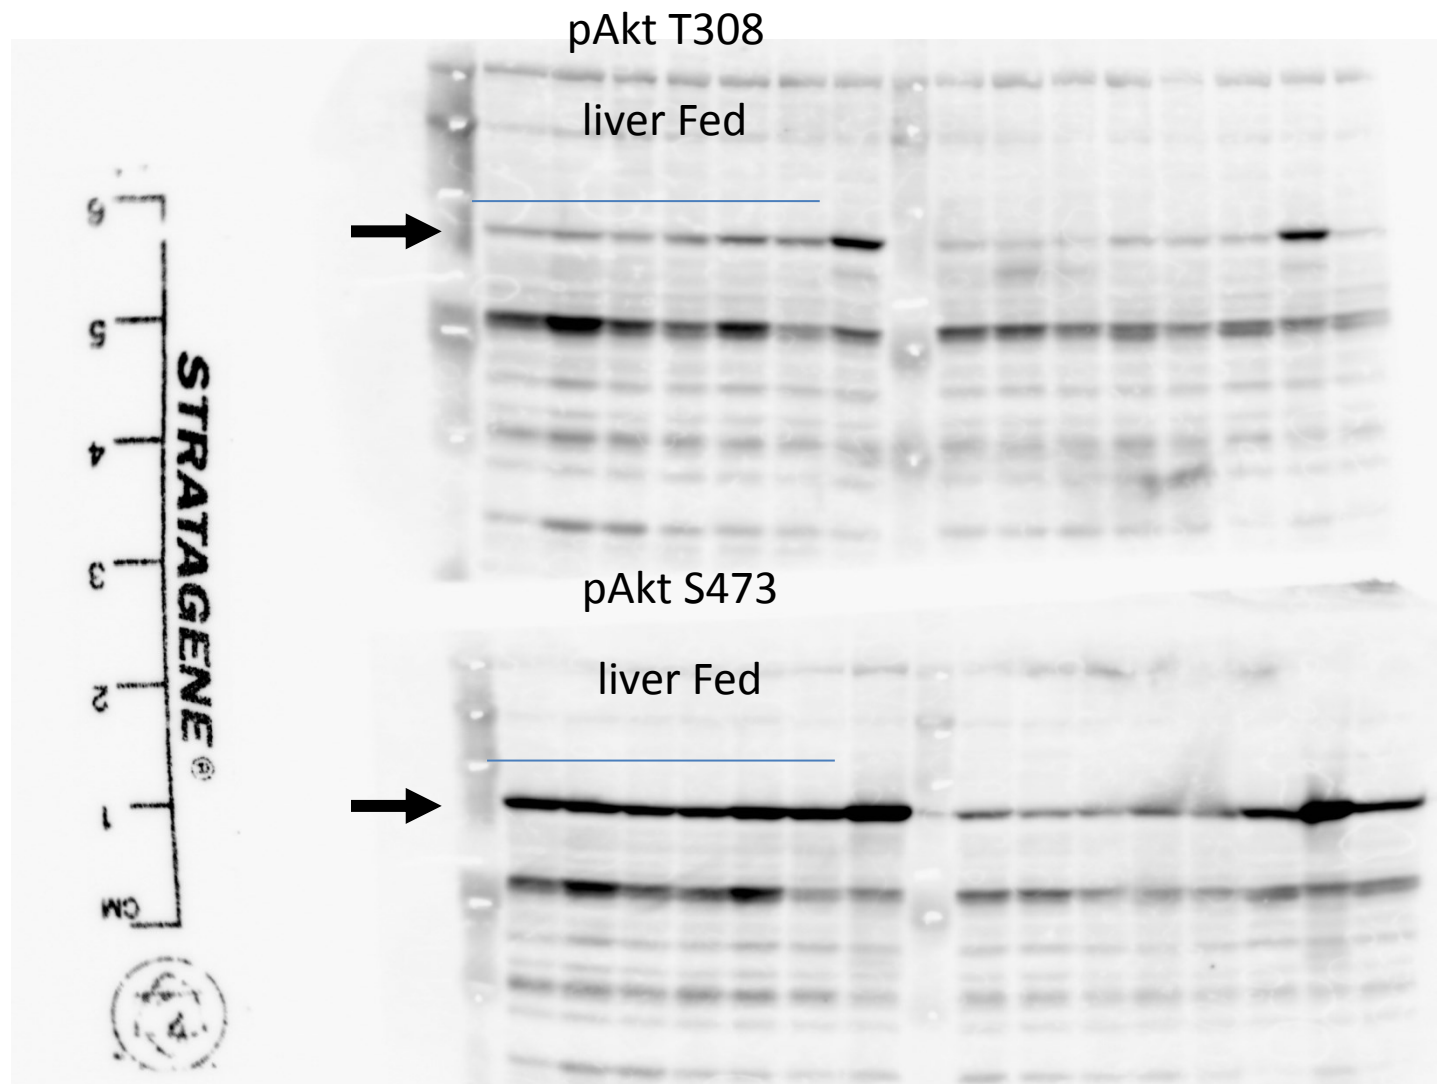

Akt

Akt

liver insulin 10 min

liver insulin 60 min

STRATAGENE®

CM

1

2

3

4

5

6

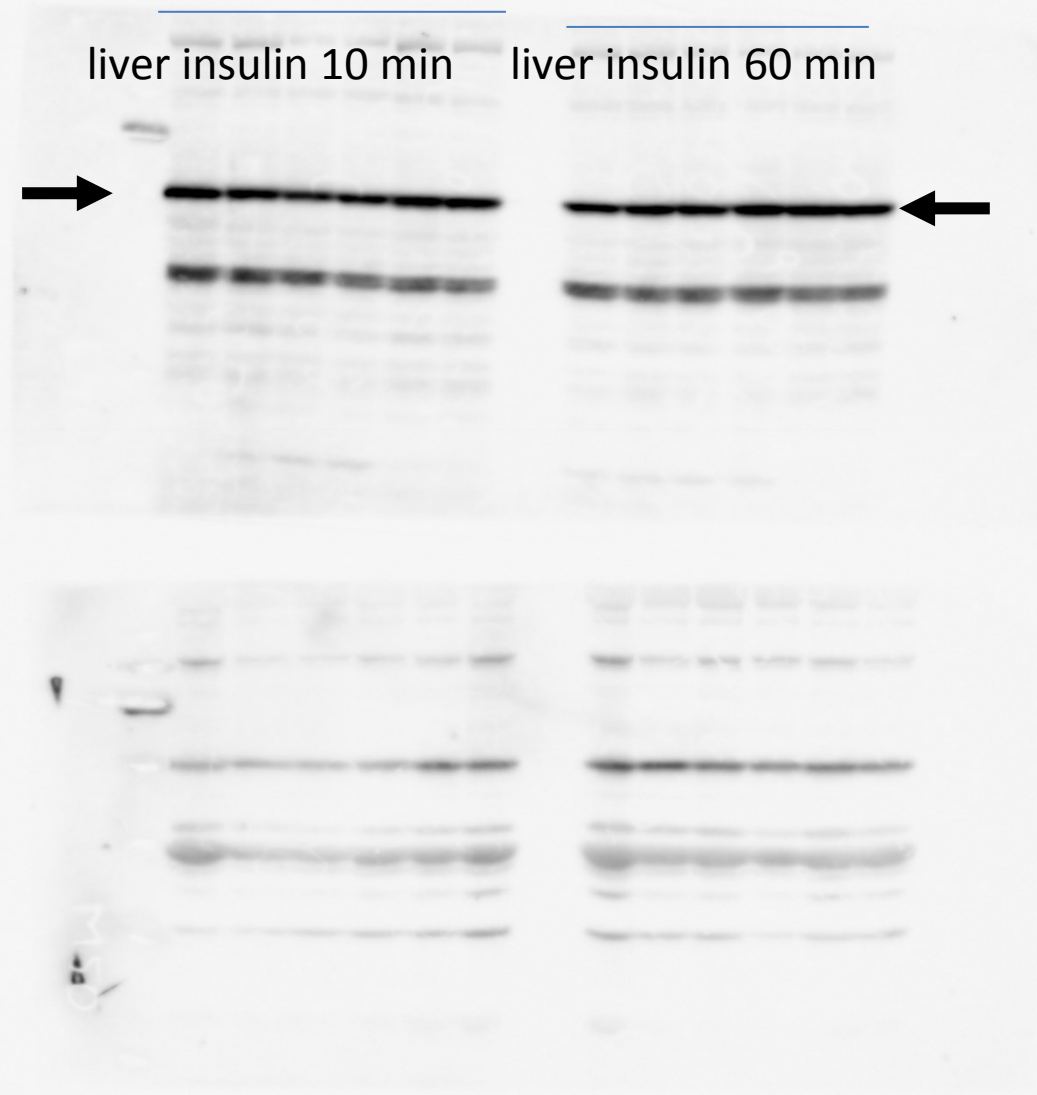

Akt

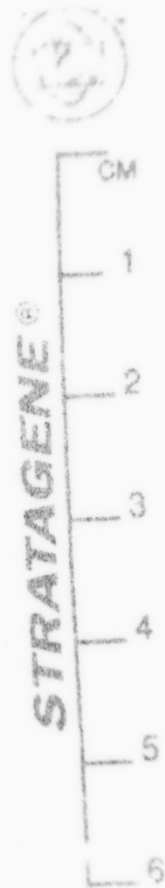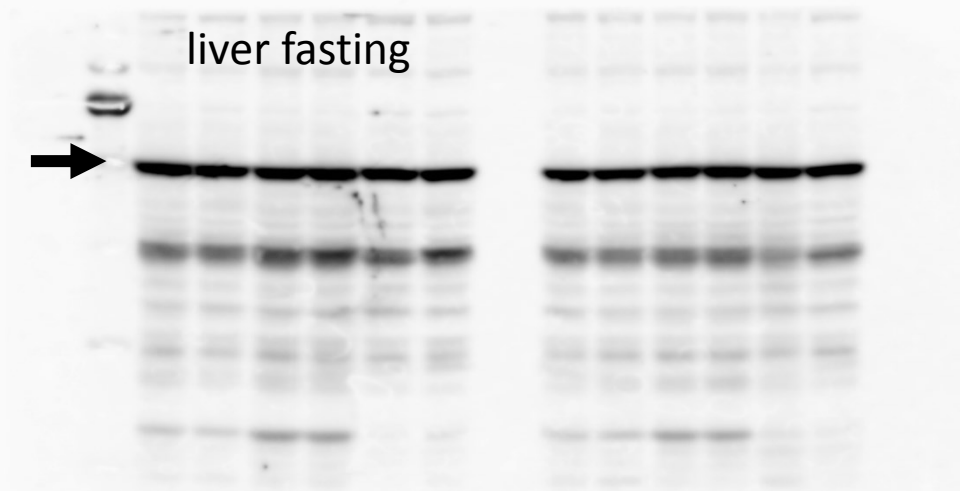

pAkt S473

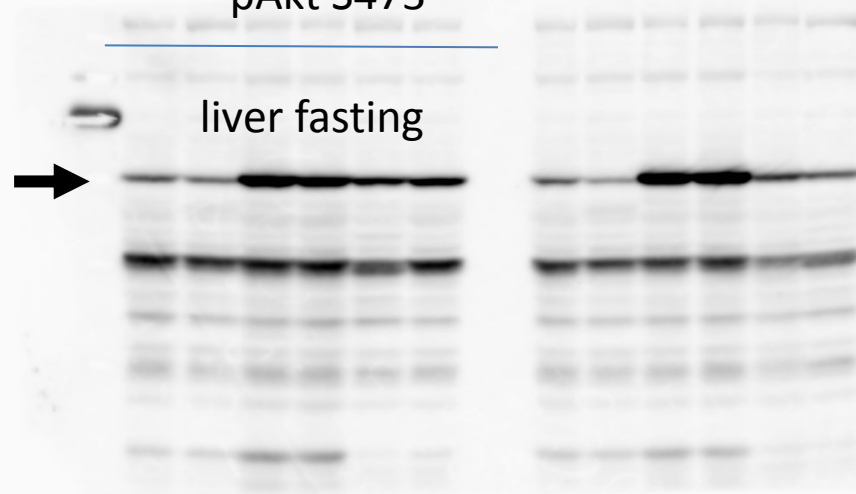

STRATAGENE®

CM

1

2

3

4

5

6

Akt

liver fed

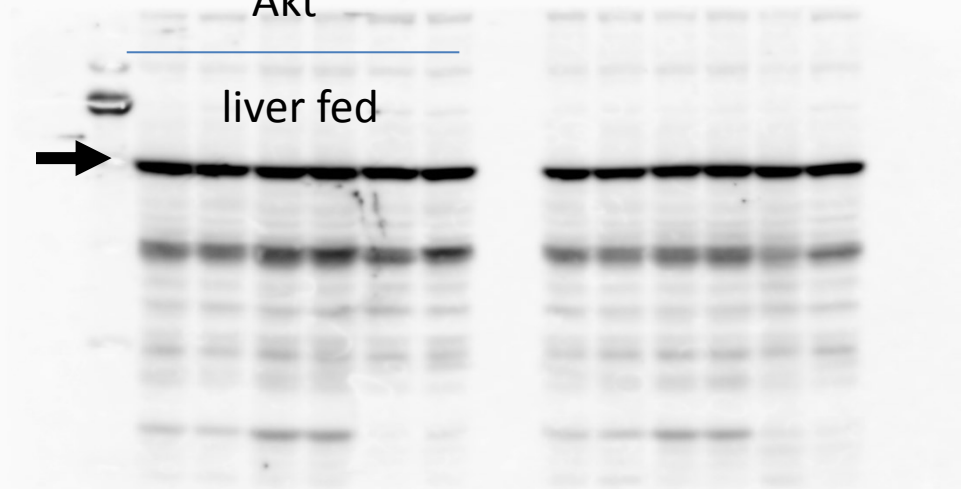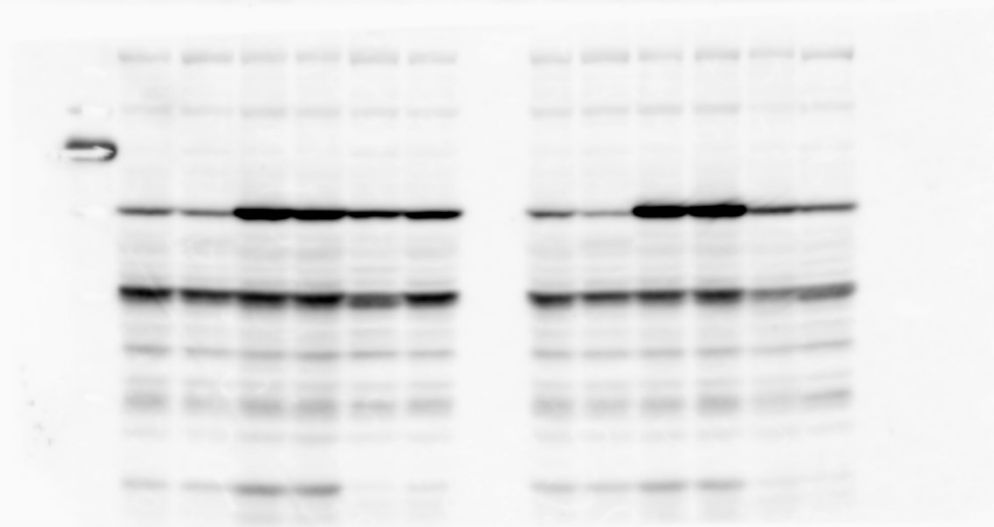

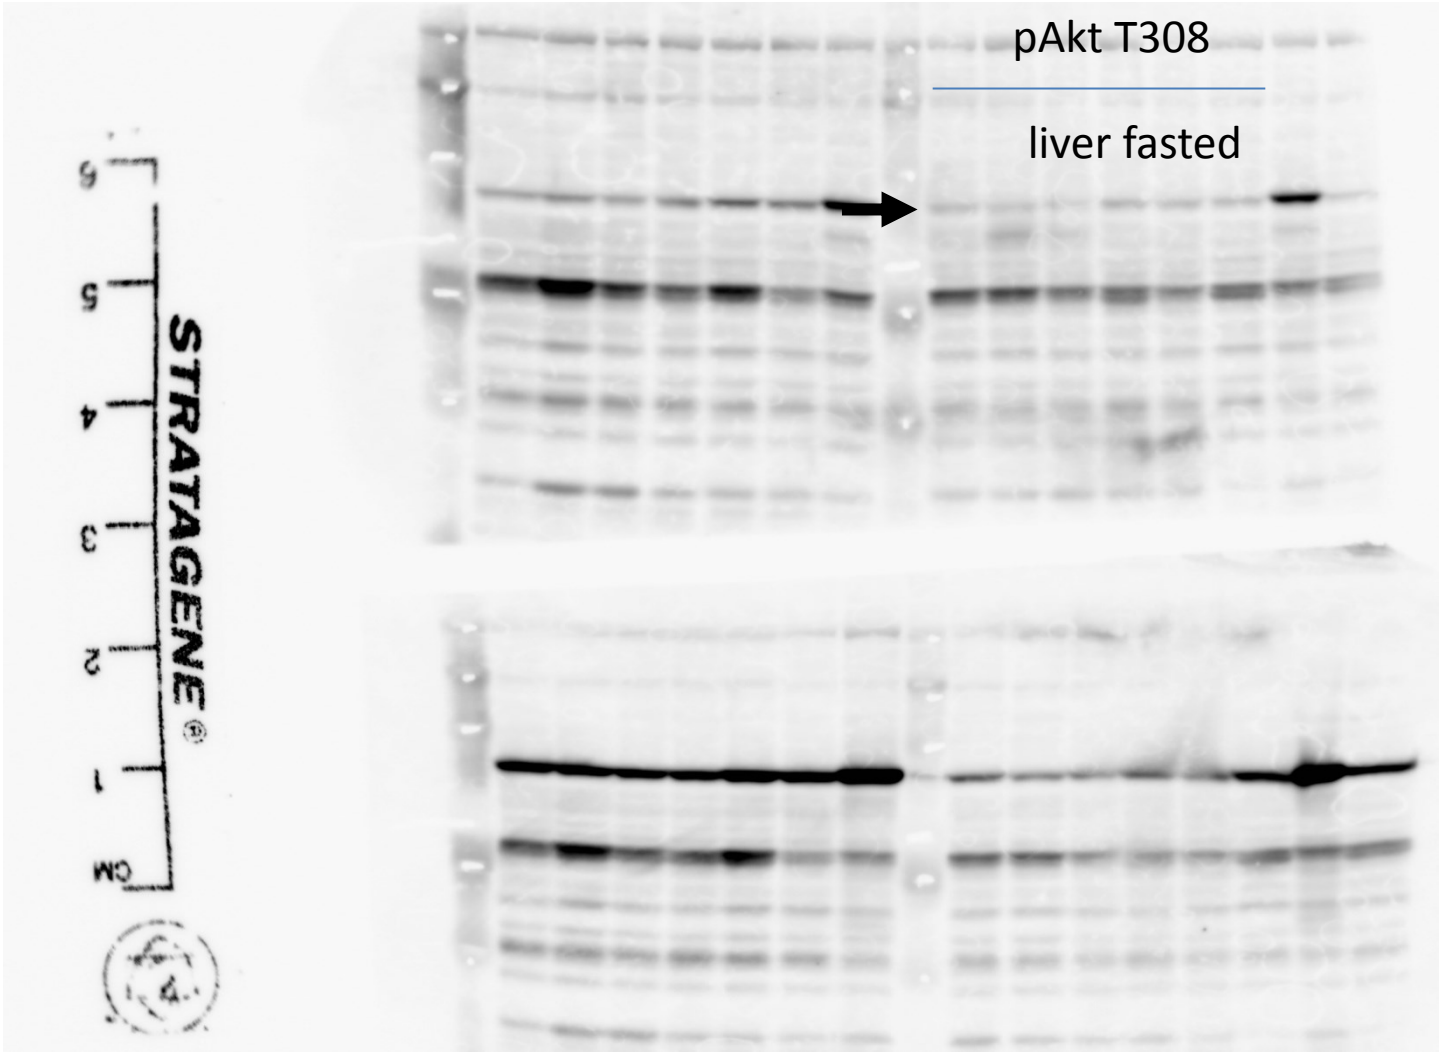

**Supplement:** Supplementary Figure 1

# Supplementary material for: Lack of 17β-estradiol reduces sensitivity to insulin in the liver and muscle of male mice
**Source:** Heliyon. 2018 Sep 11;4(9):e00772. doi: 10.1016/j.heliyon.2018.e00772

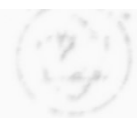

STRATAGENE®
CM
1
2
3
4
5
6

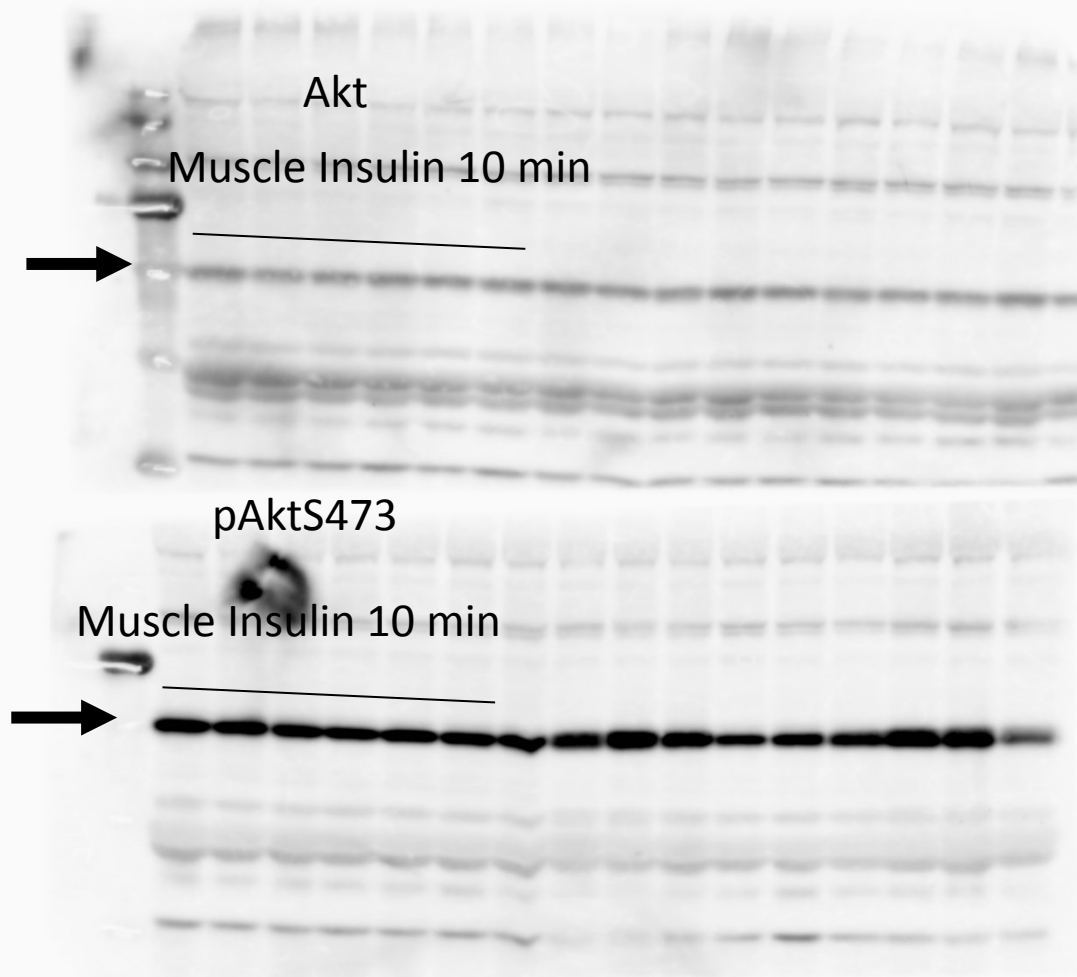

STRATAGENE®

CM

1

2

3

4

5

6

Akt

Muscle Fed

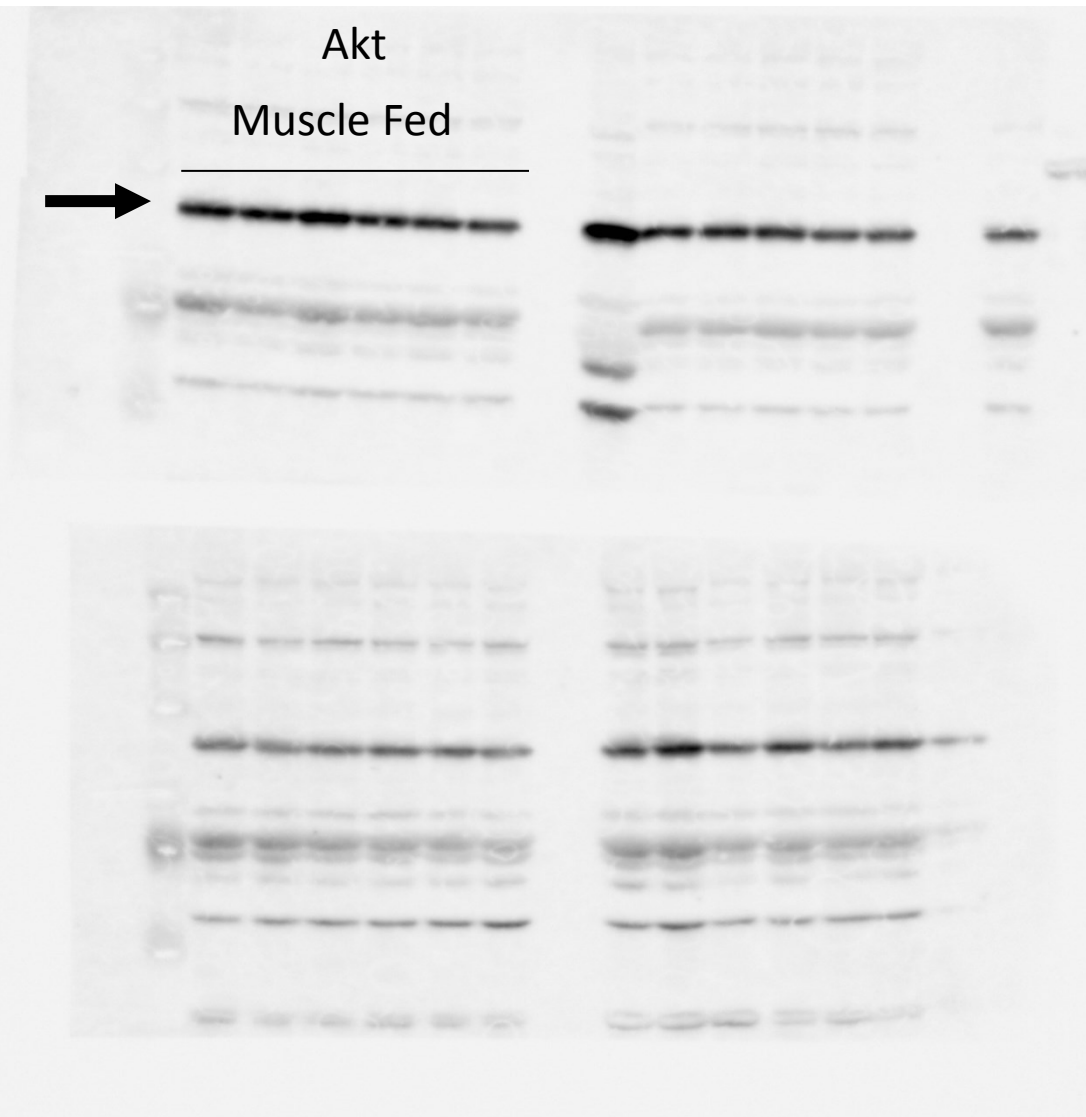

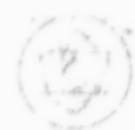

STRATAGENE®

CM

1

2

3

4

5

6

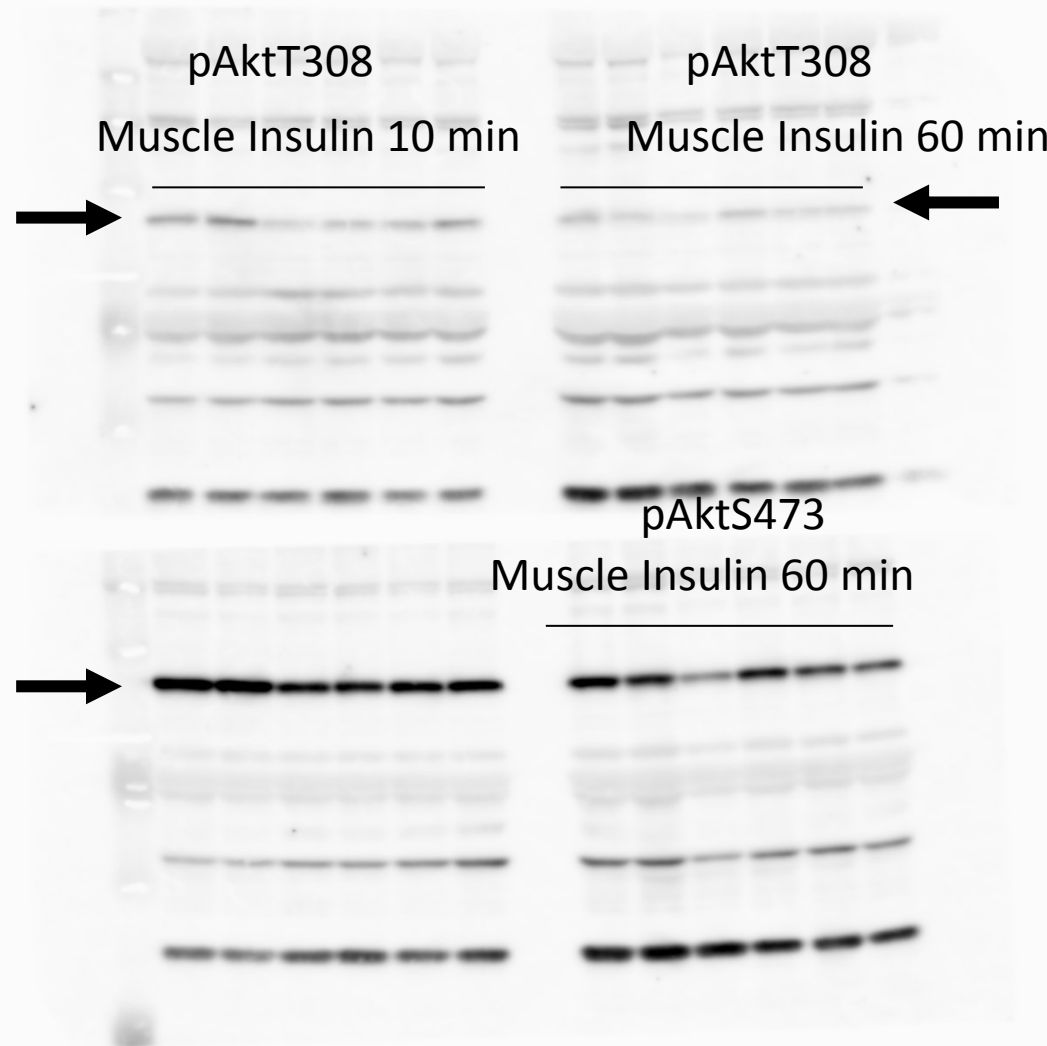

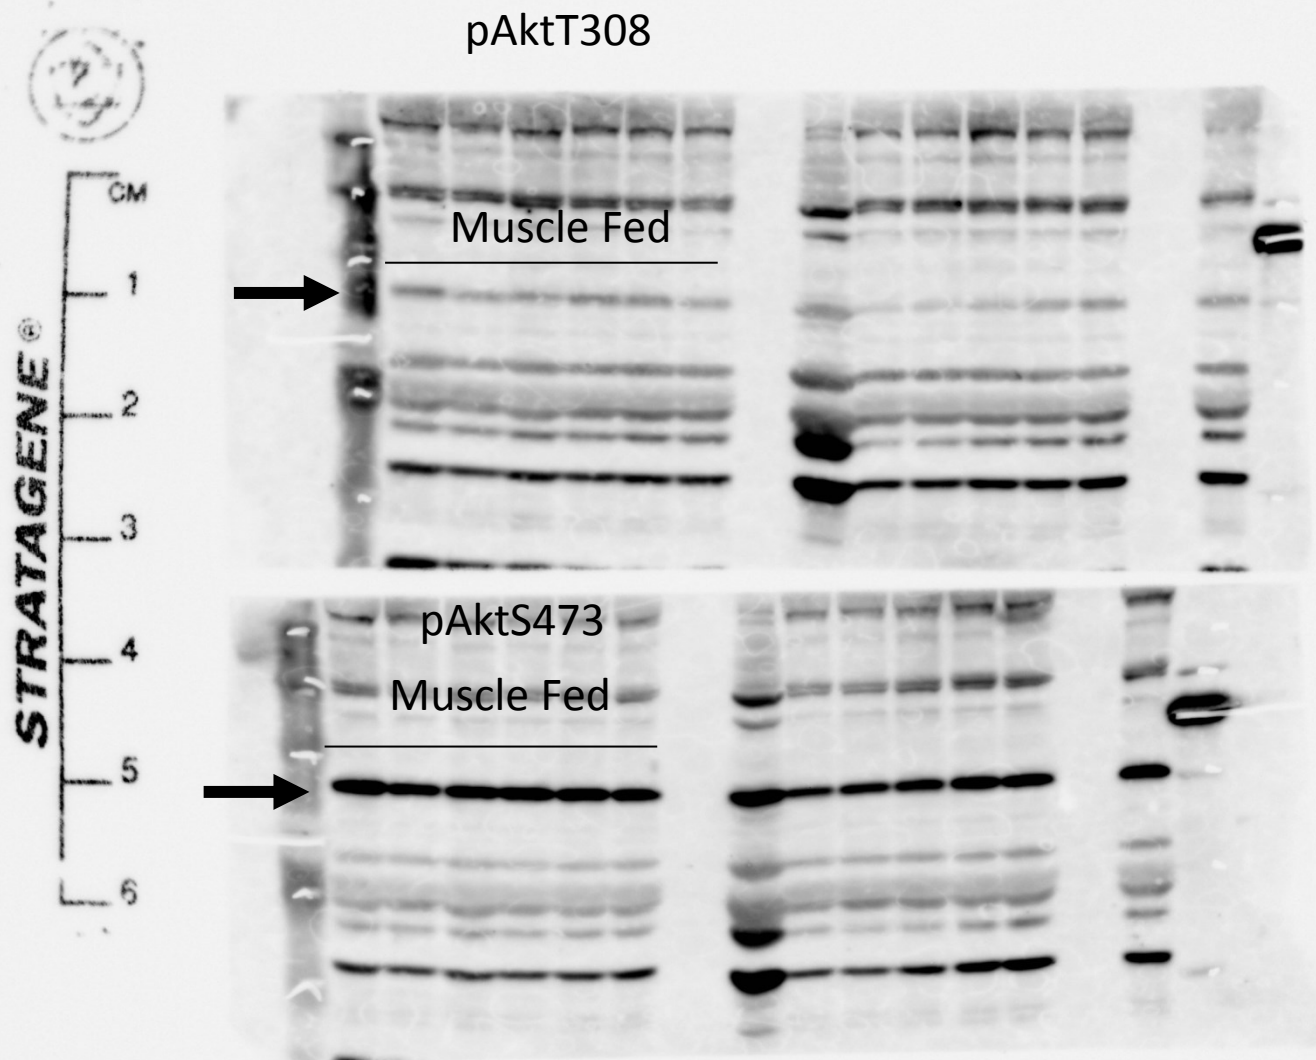

AktT

Muscle fasted

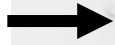

pAktT308

Muscle fasted

pAktS473

Muscle fasted

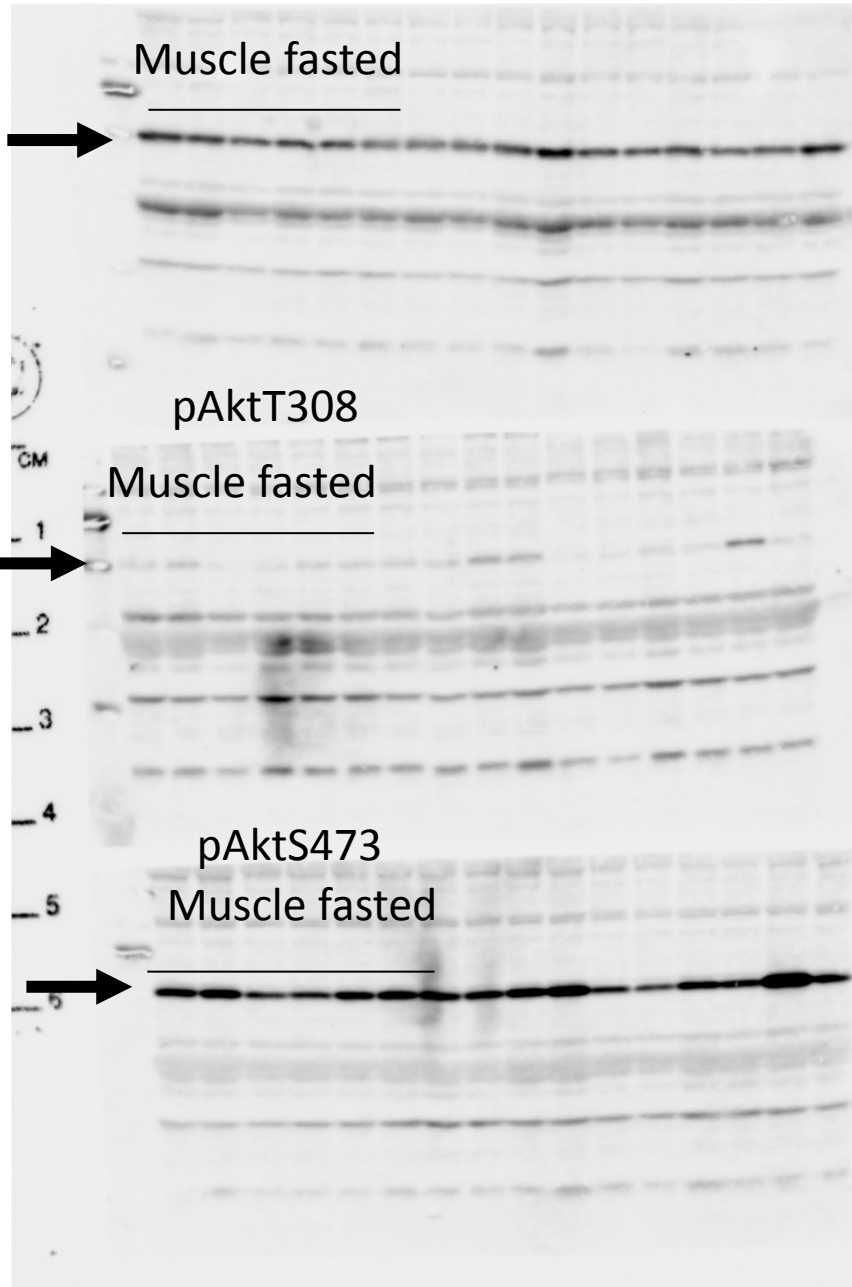

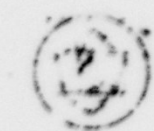

STRATAGENE®

CM

1

2

3

4

5

6

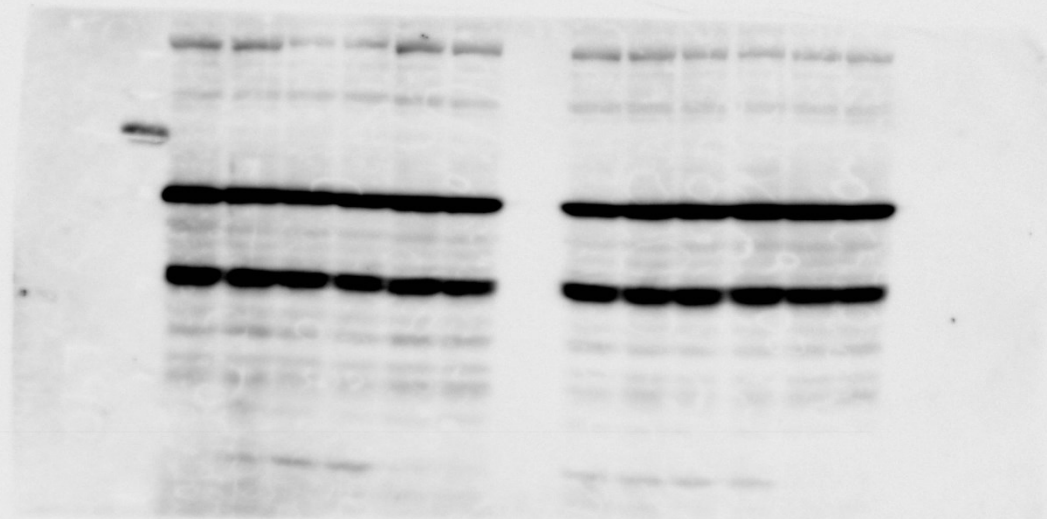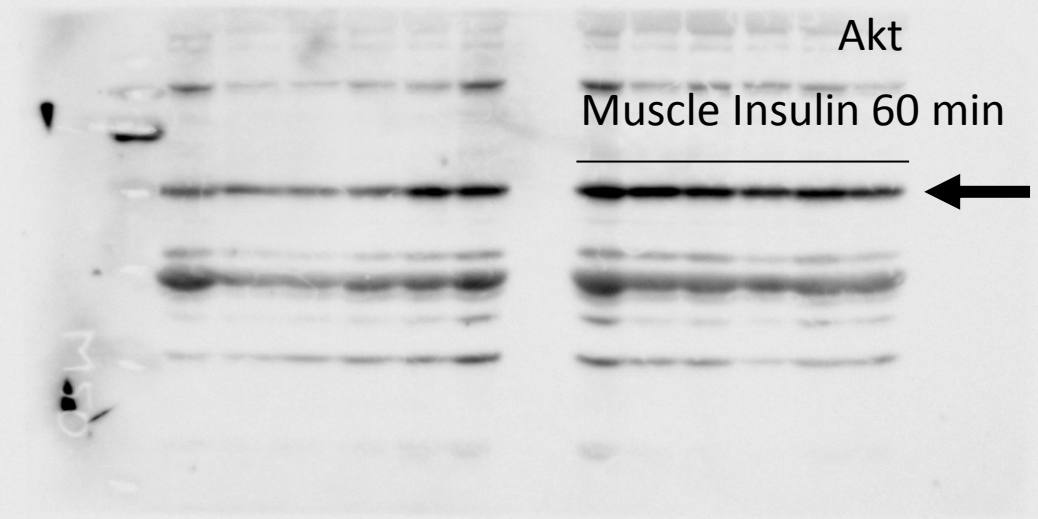

Akt

Muscle Insulin 60 min

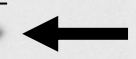

**Supplement:** Supplementary Figure 2

How the deposited data were processed for this re-analysis (not part of the article)

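The data are 3 Mouse Gene 2.0 ST arrays of hepatic RNA from WT male mice, 1 array each for PBS, insulin and glucagon, each of a pool of mice. The authors extracted and hybridized the RNA, summarised the probe signals by the robust multichip average method in Affymetrix Expression Console 1.3.0 and deposited log2 signals, 1 value per probe set and array. Which arrays were summarised together is not given in the sources used here. The values were used as deposited, with no further scaling in the main results. They were checked to be log2 signals by their range and their medians. No genome build is named for the array annotation in the sources used here, and no coordinates were used.

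A gene was a symbol of a probe set annotated with exactly 1 symbol, taken by its brightest probe set (highest mean over the 3 arrays), and 1082 genes had several such probe sets. Of the 23521 probe sets with 1 symbol, 23328 had a gene ID in the RefSeq gene table, and 0 of these had another symbol there. Ratios were differences of log2 signals between 2 arrays (insulin against PBS, glucagon against PBS, insulin against glucagon), with limits of 2-fold and 0.5-fold. No test between arrays was made, because each condition has 1 array, and no spread between animals can be had from pooled RNA. No paired analysis was possible because each condition has 1 array and no label ties an array to another. As background to a single ratio, the central 95% of the log2 ratios of the 500 genes nearest in mean signal was used. The correlation of log2 signals between arrays was 0.985 for insulin and PBS over all probe sets.

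The 32 gene lists cover immediate-early genes, cAMP and CREB targets, FoxO targets, gluconeogenesis, glycolysis and glycogen, lipogenesis, cholesterol synthesis, PPARα targets and fat oxidation, bile acid metabolism, acute phase genes, cytokines and NF-κB targets, the integrated stress response, glucocorticoid receptor targets, the circadian clock, heat shock and chaperones, insulin signalling, estrogen and androgen receptors, housekeeping genes, markers of hepatocytes, periportal and pericentral hepatocytes, Kupffer cells, endothelium, stellate cells, cholangiocytes, neutrophils, lymphocytes, erythroid cells, exocrine pancreas and ovary, and male-biased and female-biased liver genes. They were written from general knowledge after the paper's figures had been seen, and 560 of their 623 entries had a measured gene. Random lists were drawn within 20 bins of mean signal, and a list was called outside when its median lay below percentile 2.5 or above percentile 97.5. Genes in several lists stayed in each.

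Genes are named by a fixed rule. It covers each gene that the paper names from these arrays or by RT-qPCR, whose values in the paper's figures had been seen, the 10 highest and 10 lowest log2 ratios of each hormone against PBS among genes above the array-wide median signal, 2 to 4 members with the largest ratios of each list, and Rpl19. The list members Acaa1b, Acadl, Arntl, Atf4, Bag3, Crem, Cxcl9, Cyp4a31, Dbp, Egr1, Egr3, Fkbp5, Fos, Fosl2, Gadd45g, Klf9, Klf10, Nfkbia, Npas2, Nr1d1, Per1, Sgk1 and Tsc22d3 are outside this rule and are named after their values were seen. Symbols without a named probe set, including 1 of the 19 genes selected by the paper, are not analysed here.

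The overlap of the 2 hormones' genes was set beside the overlap of independent lists, beside 1000 simulated sets of 3 arrays that differ by noise alone, and beside 1000 sets in which each gene's 3 values were shuffled. Alternatives changed 1 choice at a time. They were the mean over a gene's probe sets, genes above the array-wide median, genes with a log2 signal of at least 6 on the brighter array, median centring, quantile normalization, every annotated probe set, every probe set, a 1.5-fold limit, and lists without the genes that the paper names. A count was read as moved when it differed more than 1.5-fold from the main count.

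The calculation was tested on simulated data for insulin against PBS over 22180 genes. Of 50 genes each made 1.5-fold, 2.5-fold, 3-fold and 4-fold different, 4%, 94%, 100% and 100% passed the 2-fold limits, as did 2 of 21980 unchanged genes. The simulated noise was normal, with its size taken from the central 68% of the ratios of these arrays. It holds no differences between pools, so these shares check the calculation and give no rate of false calls for the measured genes. Of 200 simulated lists of 20 members with no shift, 5.0% lay outside the central 95% of random lists. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.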

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

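Of the tests below, that of dim probe sets among genes shared by the hormones, both tests of the acute phase genes on the measured values and that of cAMP signalling were chosen after the result was seen.

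The paper's text does not report the glucagon array, and its signals against the PBS array are listed for that reason: 41 genes were above 2-fold and 34 below 0.5-fold. The fasting time of these mice is not given in the sources used here, so a difference in feeding state from the PBS pool is not excluded for any ratio of glucagon against PBS. The highest log2 ratios were those of Hspa1b (3.13), a chaperone gene, and Nr4a3 (3.01), and the lowest those of the acute phase genes Saa2 (-2.97) and Lcn2 (-2.71). The median log2 ratio was 0.92 for heat shock and chaperone genes, of which Hspa1a, Hspa1b, Hsph1, Hspb1, Bag3 and Chordc1 were above 2-fold, and -0.48 for acute phase genes, of which 25 of 28 were lower. Outside the genes that the paper discusses, the median log2 ratio of heat shock and chaperone genes with insulin (0.64) and that of Igfbp1 with insulin (1.22) are listed too.

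With both hormones, 23 genes were above 2-fold and 5 below 0.5-fold of the PBS array, where independent lists would share 0.159 and 0.0736, and arrays that differ by noise alone 0.026 and 0.036. Dim probe sets do not account for all of these 28 genes, since 53.6% (15 of 28) reached a log2 signal of 6, and a noisier PBS array is argued against, since the spread of log2 ratios against PBS was at most 1.04 times that of insulin against glucagon. When each gene's 3 values were shuffled over the arrays, 22 to 39 genes passed the limits with both hormones, 11 to 24 of them higher and 7 to 19 lower. The total and the 23 higher genes lie within that range, and the 5 lower genes lie below it. Chance in which array stands apart is thus not excluded for the shared genes. The insulin array stood apart in 50 genes and the glucagon array in 14, outside their shuffled ranges (22 to 40 each). The 3 arrays are therefore not alike in this respect, and genes of all 3 enter the shuffled range for PBS. Part of the excess over independent lists may come from the shared PBS array, which cannot be split. A PBS pool unlike the other mice stays open on these arrays, because there is 1 pool per condition. Of the shared genes, the paper measured Nr4a1, Trp53inp1 and Orm2 by RT-qPCR on individual livers, with PBS and insulin but without glucagon. Whether those were the pooled mice is not stated.

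The acute phase genes were lower on the glucagon array. High levels on the PBS array alone are argued against, since the median log2 ratio of glucagon against insulin was -0.30 (random lists -0.06 to 0.10). A contribution of the PBS array beside that of glucagon is not excluded by this. With insulin against PBS, 17 members were lower and 11 higher, with a median of -0.07 (percentile 1.08), and Orm2 had -2.54. Noise of dim probe sets is argued against by the 24 members with a log2 signal of at least 6, whose median against PBS was -0.58. The median of Kupffer cell and macrophage markers was also lower with glucagon (-0.10, percentile 1.14, and -0.21 among members with a log2 signal of at least 6). Mice with an acute phase response in the PBS and insulin pools cannot be told apart from an effect of glucagon, because there is 1 pool per condition.

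On the insulin array, targets of cAMP and of the glucocorticoid receptor were higher together. Of the 6 cAMP and CREB targets above 2-fold with insulin, 3 were so with glucagon, and the median of that list with glucagon lay within the central 95% of random lists (percentile 86.0), which leaves cAMP signalling as glucagon gives it open. Glucocorticoid receptor activity is a candidate explanation, since the 15 targets shared with neither the immediate-early nor the cAMP list had a median log2 ratio of 0.20 (percentile 99.4). The median of the full glucocorticoid list was also higher with glucagon against PBS (0.17, percentile 99.0). For insulin against glucagon it was 0.14 (percentile 99.8), so part of the shift is shared by both hormone arrays. For another time of day of collection, the median absolute log2 ratio of the clock list was 0.37 (random lists 0.08 to 0.23), led by Rgs16, Noct and Nfil3. An absolute median cannot tell a shift of the clock from an effect of insulin on these genes. Rgs16 and Noct are genes that the paper names from these arrays, and Per1 is also in the cAMP and glucocorticoid lists. The signed median of 0.08 lay within the central 95%. Another time of day is therefore left undecided. Core clock genes, chosen after their values were seen, ranged from Per1 (0.79), Cry1 (0.75) and Npas2 (0.70) over Arntl (0.14) and Dbp (0.03) to Nr1d1 (-0.70).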

How the results depend on the processing

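No alternative was chosen after the data were seen. Of 85 counts and correlations under alternatives 61 stayed close to the main value (counts within 1.5-fold, correlations within the simulated spread) and 24 moved, of 364 list medians 321 stayed within the background spread and 43 moved, and of 1857 log2 ratios of named genes 1843 stayed within it and 14 moved, all 14 with the mean of probe sets. No value that was called reversed. In the following, counts are given above and below the limits for insulin against PBS, glucagon against PBS, insulin against glucagon and both hormones against PBS. With a log2 signal of at least 6 they were 46 and 22, 20 and 10, 32 and 22, and 13 and 1, which follows from fewer genes. Over every probe set they were 449 and 374, 455 and 307, 380 and 453, and 138 and 86. Over every annotated probe set those for insulin against PBS were 93 and 53, so most of the added probe sets have no symbol here. Why unnamed probe sets pass the limits more often was not tested. With the 1.5-fold limit they were 533 and 433, 428 and 403, 428 and 375, and 149 and 113, which follows from the wider limit. Under the other 5 alternatives for counts, those for insulin against PBS ran from 81 to 93 and from 44 to 53. For the list medians below the cause was not tested. Among genes with a log2 signal of at least 6, the medians with insulin were 0.74 for immediate-early genes, 0.64 for cAMP and CREB targets, 0.32 for FoxO targets, 0.22 for glycolysis and glycogen, 0.85 for cytokines (3 genes), 0.41 for the integrated stress response, 0.49 for glucocorticoid targets, -0.14 for estrogen and androgen receptors and 0.14 for stellate cells. Those with glucagon were 0.21 for immediate-early genes, -0.58 for acute phase, 0.13 for the integrated stress response and -0.21 for Kupffer cells. Without the genes that the paper names, they were with insulin 0.50 for immediate-early genes, 0.33 for cAMP and CREB targets, 0.24 for glucocorticoid targets and 0.11 for female-biased genes, and with glucagon 0.0011 for cAMP and CREB targets, 0.0092 for FoxO targets, -0.40 for acute phase and 0.12 for clock genes. With the mean of probe sets they were with insulin 0.37 for cAMP and CREB targets, -0.12 for pericentral markers and 0.0526 for stellate cells. After quantile normalization they were with glucagon 0.0074 for cAMP and CREB targets, 0.12 for FoxO targets, -0.0372 for lipogenesis, 0.0326 for PPARα targets, -0.0443 for bile acids, 0.16 for clock genes, 0.0629 for insulin signalling, -0.0131 for housekeeping, 0.00 for hepatocytes, -0.13 for periportal markers and -0.12 for endothelium. Among genes above the array-wide median they were with insulin 0.22 for cytokines, 0.30 for the integrated stress response and 0.28 for lymphocytes, and with glucagon -0.0031 for the integrated stress response, 0.18 for clock genes, -0.14 for estrogen and androgen receptors, 0.20 for ovary and 0.29 for female-biased genes. Of the 16 lists outside the central 95% of random lists with insulin, FoxO targets were inside among genes above the array-wide median, female-biased genes at a log2 signal of at least 6, lipogenesis and acute phase after quantile normalization, and FoxO targets, acute phase and female-biased genes without the genes that the paper names. Of the 8 with glucagon, immediate-early and female-biased genes were inside at a log2 signal of at least 6, and immediate-early genes, FoxO targets and clock genes without the genes that the paper names. If genes varied independently, 1.6 of 32 lists would lie outside by chance. Members of a list can vary together, some lists share genes, and the percentile measures spread across genes and not between pools. The number of lists outside is therefore no measure of an excess over chance. Dim signals limit the counts, since 46 of the 86 genes above 2-fold and 22 of the 48 below 0.5-fold reached a log2 signal of 6 on the brighter array.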

Differences from the paper's values

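The paper counts 31 genes below 0.5-fold with insulin, and 48 were found here. Of the alternatives set before the data were examined, the mean of probe sets (44), a log2 signal of at least 6 (22) and median centring (46) brought the count within 1.5-fold of the paper's. Genes above the array-wide median (47), quantile normalization (52), every annotated probe set (53), every probe set (374) and the 1.5-fold limit (433) did not. The paper does not state how probe sets were counted as genes. The other counts differed by less than 1.5-fold: 86 genes above 2-fold here and 62 in the paper, and 134 altered genes here and 93 in the paper.

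Of the 9 genes that the paper selected as lower with insulin, 8 were below 0.5-fold. Fgl1 was lower but within the limits, with a log2 ratio of -0.59, and it passed the 1.5-fold limit, as all 9 did. Of the genes that the paper ranks highest in its heat map, 16 of 19 measured were among the 20 highest here of genes above the array-wide median, and of those it ranks lowest, 11 of 18 were among the 20 lowest.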

Other observations

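No test in this part was chosen after the result was seen, and the values below are given without explanation.

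With glucagon, Nr4a1 had a log2 ratio of 2.12 and Nr4a2 of 1.23, Btg2 of 0.03, Sik1 of 0.09, Dusp1 of -0.51 and Igfbp1 of -0.44. Trp53inp1 (1.66), Bcl6 (1.63), P4ha1 (1.72) of collagen synthesis and the chaperone gene Hsph1 (1.62) were above 2-fold, as were Hspb1 (1.89, and 0.40 on its dimmer other probe set), Hspa1a (1.77) and C9orf72 (1.90, and 0.07 on its dimmer other probe set). The signal of Hspa1a was dim, at 1.89 on the PBS array and 3.66 on the glucagon array. Orm2 (-2.25), Asns (-1.39), Onecut1 (-1.26), Apcs (-1.22), Mt2 (-1.08) and Fgl1 (-1.02) were below 0.5-fold. Ppargc1a (0.88) and Pdk4 (0.75) were within the limits. The list medians with glucagon that lay above the central 95% of random lists, besides heat shock genes, were 0.23 for clock genes (Cry1 0.99), 0.15 for immediate-early genes, 0.18 for FoxO targets, 0.17 for glucocorticoid receptor targets and 0.21 for female-biased genes. Of these, the immediate-early, FoxO (0.0092) and clock lists lay inside that range without the genes that the paper names, and the immediate-early and female-biased lists among members with a log2 signal of at least 6. For cAMP and CREB targets the median was 0.09, within that range.

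Between the 2 hormones, 65 genes were above 2-fold and 43 below 0.5-fold with insulin against glucagon. The correlation of the 2 log2 ratios against PBS across 22180 genes was 0.520, where noise with a shared PBS array gives 0.490 to 0.511 and shuffled arrays give 0.481 to 0.518. Their covariance was 0.0404, above the 0.0290 of noise by 0.0115 and close to the range of shuffled arrays (0.0365 to 0.0402). The simulated noise holds very few ratios past the limits, so the gap to it is no measure of a shared response. No gene (0) was above 2-fold with one and below 0.5-fold with the other. The insulin array stood apart from both others in 50 genes, above the range of shuffled values (22 to 40), and the glucagon array in 14 genes, below its range (22 to 40).

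Of the genes of glucose metabolism and lipogenesis that the paper measured by RT-qPCR, the log2 ratio with insulin was -0.32 for Pklr, 0.23 for Pck1, 0.10 for G6pc, -0.51 for Me1, -0.13 for Fasn and -0.10 for Scd1, and 0.03 for Rpl19. The median of 15 genes of gluconeogenesis was 0.19, above the central 95% of random lists, with Got1 at 0.82. For lipogenesis it was -0.10, below that range but inside it after quantile normalization (percentile 3.92), with Acly at 0.60 and Acacb at -0.60. For bile acid metabolism it was -0.10, below the range, with Cyp8b1 at -1.03. For glycolysis and glycogen it was 0.14, within the range, with Ppp1r3g above 2-fold (1.14).

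Male-biased liver genes had a median of -0.24 with insulin, below all random lists, with Elovl3 at -0.82 and Cyp2d9 at -0.72. Female-biased genes had a median of 0.22, above the central 95%, although 6 of 13 were lower, including Cyp2b9 (-0.91), and it was inside that range among members with a log2 signal of at least 6 or without the genes that the paper names. Medians within the central 95% with insulin were 0.02 for hepatocyte markers, 0.06 for Kupffer cells, -0.04 for endothelium, -0.02 for stellate cells, 0.02 for cholangiocytes (Krt23 at 1.22), -0.05 for neutrophils, -0.03 for lymphocytes, 0.26 for 3 erythroid genes, 0.02 for exocrine pancreas, -0.02 for ovary, 0.02 for estrogen and androgen receptors and 0.08 for housekeeping genes. The sample titles and sources name liver, while the extraction protocol of the samples names ovarian RNA. The median log2 signal of hepatocyte markers was 11.3 on each of the 3 arrays. That of ovary markers was 2.68 with PBS, 2.67 with glucagon and 2.66 with insulin, and the samples were treated as liver.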
